# Expression Pattern of Purinergic Signaling Components in Colorectal Cancer Cells and Differential Cellular Outcomes Induced by Extracellular ATP and Adenosine

**DOI:** 10.3390/ijms222111472

**Published:** 2021-10-25

**Authors:** Clémentine Dillard, Chloé Borde, Ammara Mohammad, Virginie Puchois, Laurent Jourdren, Annette K. Larsen, Michèle Sabbah, Vincent Maréchal, Alexandre E. Escargueil, Elodie Pramil

**Keywords:** extracellular ATP, 2D/3D cell culture, purinergic receptors, cell death induction, cell cycle arrest, Ca^2+^ mobilization, cyclic nucleotides modulation

## Abstract

The purine nucleotide adenosine triphosphate (ATP) is known for its fundamental role in cellular bioenergetics. However, in the last decades, different works have described emerging functions for ATP, such as that of a danger signaling molecule acting in the extracellular space on both tumor and stromal compartments. Beside its role in immune cell signaling, several studies have shown that high concentrations of extracellular ATP can directly or indirectly act on cancer cells. Accordingly, it has been reported that purinergic receptors are widely expressed in tumor cells. However, their expression pattern is often associated with contradictory cellular outcomes. In this work, we first investigated gene expression profiles through “RNA-Sequencing” (RNA Seq) technology in four colorectal cancer (CRC) cell lines (HT29, LS513, LS174T, HCT116). Our results demonstrate that CRC cells mostly express the A2B, P2X4, P2Y1, P2Y2 and P2Y11 purinergic receptors. Among these, the P2Y1 and P2Y2 coding genes are markedly overexpressed in all CRC cells compared to the HCEC-1CT normal-like colonic cells. We then explored the cellular outcomes induced by extracellular ATP and adenosine. Our results show that in terms of cell death induction extracellular ATP is consistently more active than adenosine against CRC, while neither compound affected normal-like colonic cell survival. Intriguingly, while for the P2Y2 receptor pharmacological inhibition completely abolished the rise in cytoplasmic Ca^2+^ observed after ATP exposure in all CRC cell lines, Ca^2+^ mobilization only impacted the cellular outcome for HT29. In contrast, non-selective phosphodiesterase inhibition completely abolished the effects of extracellular ATP on CRC cells, suggesting that cAMP and/or cGMP levels might determine cellular outcome. Altogether, our study provides novel insights into the characterization of purinergic signaling in CRC.

## 1. Introduction

In addition to its fundamental role in cellular bioenergetics, the purine nucleotide adenosine triphosphate (ATP) plays a crucial role in the extracellular space as a signaling molecule [1,2]. ATP is actively released in the pericellular environment in response to several stimuli, including (1) inflammation-related biological processes, (2) cellular stress and tissue damage during tumorigenesis, (3) cells undergoing apoptosis, and (4) exosomes secreted by cancer cells [3,4,5]. Extracellular ATP can also be secreted during the process of immunogenic cell death induced by chemotherapeutics or released during necrosis [6,7]. This accumulation of extracellular ATP facilitates the recruitment of macrophages and dendritic cells (DCs) by acting as a potent chemotactic stimulus [7,8]. Later, activation of effector T cell responses against cancer-specific antigens occurs, leading to the infiltration of activated T cells and cancer killing cells [9,10]. In healthy tissues, extracellular ATP concentration is very low (in the nM range). However, its concentration can reach hundreds of µM at sites of damaged or inflammatory tissues, as well as in the tumor microenvironment (TME) or at site of metastases [2]. In contrast to the pro-immunogenic role of extracellular ATP, its hydrolysis to adenosine, essentially through the enzymatic activity of the two ectonucleotidases CD39 and CD73, acts as a negative feedback mechanism to prevent excessive immune responses [11,12]. CD39 hydrolyzes both ATP and ADP to AMP, which is further hydrolyzed to adenosine by CD73. The membrane-bound CD73 (or ecto-5′ nucleotidase) is considered as the rate limiting enzyme in the production of extracellular adenosine [13].

Extracellular ATP and adenosine act through their binding to purinergic receptors. Purinergic receptors were first described and characterized in the nervous system, however, it soon became evident that they are also expressed ubiquitously [14,15]. Purinergic receptors can be subdivided into two main subtypes. P1 receptors (P1R) bind to adenosine, while P2 receptors (P2Rs) bind to phosphorylated nucleosides. P1Rs comprise four subtypes (A1R, A2AR, A2BR and A3R) which are all G-protein-coupled, linked to Ca^2+^ mobilization and/or cyclic adenosine monophosphate (cAMP) modulation [2,16]. The P2R family contains seven P2X (P2RX1–7) and P2Y (P2RY1, P2RY2, P2RY4, P2RY6 and P2RY11–P2RY14) members [15,17]. P2X receptors (P2RXs) are ion channels mediating the transmembrane flux of mono- (Na^+^ and K^+^) and divalent (Ca^2+^) cations. P2Y receptors (P2RYs) are coupled via G-proteins to a rise in cytoplasmic Ca^2+^ and cAMP modulation [15]. In the context of cancer, both P1 and P2 receptors are expressed on both tumor and host normal cells [18]. However, several purinergic receptors have been reported to be overexpressed in Human neoplasms, suggesting that some of them might present novel options in terms of therapeutic targets. For example, P2RX7 expression is known to be increased in chronic lymphocytic leukemia [19] as well as in cancers originating from various organs including breast [20], prostate [21], thyroid [22], colon [23,24] and liver [25]. P2RY2 overexpression has been shown in biopsies originating from breast [26] and gastric cancer [27], pancreatic ductal adenocarcinoma [28] as well as of basal cell and squamous cell carcinomas [29]. Finally, A2BR is overexpressed in hepatocellular [30], colorectal [31], oral squamous [32] and bladder urothelial human carcinomas [33].

In addition to their role in immune cell signaling, several reports have shown that high concentrations of extracellular ATP or adenosine can directly act on cancer cells by inducing apoptosis [34,35,36,37]. However, P1R as well as P2R expression in cancer cells has often been associated with contradictory cellular outcomes [2,38,39]. P2RYs have thus been reported to support growth, invasiveness and metastatic spreading suggesting that the increased ATP content in the TME might drive cancer cell proliferation [2,40,41,42]. However, opposite outcomes of P2RY1 or P2RY2 activation have also been described in different settings [43,44]. Similarly, P2RXs play a role in oncogenesis. In particular, P2RX7 has been reported to act on tumor cell growth, cancer cell metabolism, invasiveness, metastatic spreading, angiogenesis and drug resistance [2,45,46]. Accordingly, several small-molecules and biologics directed towards P2RX7 are under development [47]. However, P2RX7 overstimulation by high extracellular ATP concentrations is also capable of inducing tumor cell killing [43]. Thus, as is the case for P2RYs, the P2X7 receptor can either trigger cell death or support tumor cell growth, likely depending on the level of activation of the receptor and the cell type [2].

In this work, we investigated the cellular outcomes induced by extracellular ATP and adenosine in colorectal cancer (CRC) cell lines as well as in non-tumorigenic colonic cells. We focused our work on CRC because of the somewhat contradictory data available so far [47,48]. Moreover, most of the work published to date is mainly focused on two purinergic receptors (e.g., P2RX7 and P2RY2) and only on a few cell lines [23,48,49,50,51,52,53,54]. In order not to limit our study to selected genes, we first explored gene expression profiles through “RNA-Sequencing” (RNA Seq) technology. Experiments were performed on cellular extracts prepared from four different CRC cell lines, including the HT29 cells which are likely the most widely characterized colorectal cancer cells in terms of purinergic signaling [48,49,50,51,52]. The four chosen cell lines show distinct genetic and phenotypic profiles and were grown in either 2D or 3D cell culture to determine whether 3D cell organization might impact the expression profiles of the purinergic signaling components. RNA seq data were then confirmed on selected genes by Real-Time Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR) and compared to the expression levels observed in normal-like colonic cells. Cytotoxic and cytostatic outcomes induced by the exposure to extracellular ATP and adenosine were then assessed in our panel of CRC and normal-like colonic cell lines.

## 2. Results

### 2.1. Transcriptomic Analysis of Colorectal Cancer Cell Lines Grown in 2D and 3D Culture Conditions

We first performed gene expression analysis through RNA-Sequencing on samples prepared from our panel of four CRC cell lines grown in either 2D or 3D cell culture conditions. 

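The 4 human CRC cell lines HT29, LS513, HCT116 and LS174T were each grown in 2D and in 3D, with 3 libraries per growth condition, which gave 8 groups and 24 libraries. Messenger RNA was selected by its poly(A) tail and sequenced as single reads. The authors trimmed and filtered the reads, aligned them with STAR to the human genome (GRCh38) and removed reads that aligned more than once. They then counted the remaining reads on the exons of each gene with HTSeq-count, and deposited these counts without normalization. Each library was deposited as 8 technical replicates, and 1 library of HT29 grown in 3D was used here with 7 of them. The 191 sets of counts cover the same genes, listed by Ensembl identifier. The technical replicates of a library differed by little more than counting error. Their median chi-square across genes was between 1.0 and 1.03 times the median expected from counting error alone. The technical replicates were therefore summed to 1 count per gene and library. Between the 3 libraries of a group the same ratio ranged from 3.52 for LS513 grown in 2D to 24.1 for LS174T grown in 3D.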

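The summed library totals ranged from 18723942 to 34277421 counts, with a median of 30777613. The group medians ranged from 29621634 for HT29 grown in 3D to 31513370 for LS513 grown in 2D. The lowest total belonged to a library of HT29 grown in 2D, a group whose median was 30345339. A signal was regarded as detectable above a floor of 3 counts in a library. This floor is between 0.0875 and 0.160 CPM (counts scaled to a common library total) before TMM scaling. The libraries carry no molecular identifiers, so intervals and detection limits cover counting error alone. Genes were kept for testing with the filterByExpr function of edgeR, which left 19387 genes. All 24 libraries were fitted together with edgeR's quasi-likelihood model after TMM normalization, and each line's 3D libraries were compared with its 2D libraries. Fold changes are given as log2 of 3D over 2D, and adjusted p-values are two-sided with Benjamini-Hochberg adjustment over the tested genes. Expression is given in CPM on the TMM scale, as mean ± SD. With 3 libraries against 3, an exact permutation test on a single gene cannot go below p = 0.1. Non-overlap of the 2D and 3D libraries is therefore reported without a significance call.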

The RNASeq gene expression data (available at www.ncbi.nlm.nih.gov/geo/ (accessed on 12 October 2021) under the accession number: GSE185055) demonstrated that more than 2000 gene expression profiles were affected by the growth conditions for each cell lines (Log2foldchange 2Dvs3D <−0.5 or >1.5 with *p* < 0.05). However, hierarchical clustering showed that even if 2D/3D gene expression profiles diverge for a single cell line, their expression patterns remain similar and samples prepared from either HT29, HCT116, LS174T or LS513 are grouped together (Figure 1A). 

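With an adjusted p under 0.05 and a log2 fold change under -0.5 or over 1.5, 3371 genes passed the cutoffs in HT29, 1557 in LS513, 1800 in HCT116 and 1407 in LS174T. Most of them were lower in 3D, since 2422 of the HT29 genes, 1040 of the LS513 genes, 1183 of the HCT116 genes and 991 of the LS174T genes were under -0.5. These shares follow the unequal cutoffs: with -1 and 1 as cutoffs, between 69.2% and 86.9% of the genes past them were higher in 3D. The alternative that moved the counts most was to drop the fold change cutoff, which gave 7887 genes in HT29, 4571 in LS513, 5637 in HCT116 and 4305 in LS174T. With an unadjusted p under 0.05 in place of the adjusted one, the counts were 3715 in HT29, 1981 in LS513, 2157 in HCT116 and 1927 in LS174T. In all 4 lines, 23 genes passed the cutoff for an increase, and more passed the one for a decrease. Across the tested genes the median log2 fold change lay between 0.00 and 0.02 in each line.

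**Figure D1:**
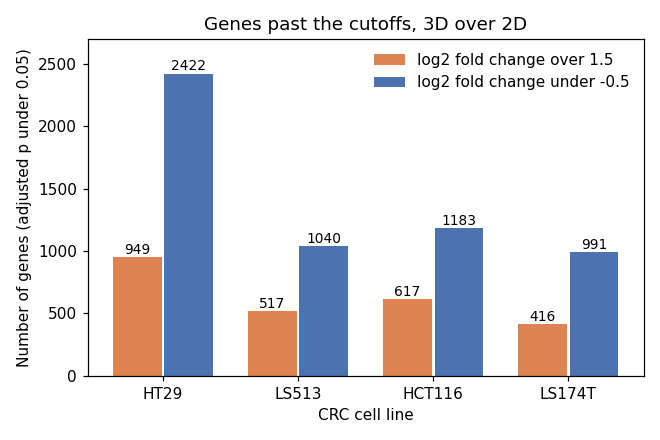
Number of genes past the cutoffs in each CRC cell line, with genes over a log2 fold change of 1.5 and genes under -0.5 as separate bars (adjusted p under 0.05, 3 libraries per growth condition). HT29 has the highest bars, with 949 genes over 1.5 and 2422 under -0.5.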

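Among the genes past the cutoffs with at least 1 CPM in the higher group and no overlap between 2D and 3D libraries, the 2 largest changes in each direction are given for each line. In HT29, ATOH8 (ENSG00000168874) reached 1.38 ± 0.48 CPM in 3D while no 2D library had more than 3 counts. H19 (ENSG00000130600) increased from 0.162 ± 0.0491 to 9.18 ± 4.82 CPM, a log2 fold change of 5.73 (standard error 0.50, adjusted p = 2.1e-08, edgeR). RMRP, listed under a pair of identifiers, had a log2 fold change of -7.77, but its SD in 2D (200) was larger than its mean there (117). With each HT29 library left out in turn, the value for RMRP ran from -8.30 to -1.46. In LS513, IGFBP3 (ENSG00000146674) increased from 0.0944 ± 0.0555 to 22 ± 8.6 CPM. This was 7.80 on the log2 scale (standard error 0.43, adjusted p = 2.0e-09, edgeR). The 2D mean of IGFBP3 is near the floor of 3 counts, so the size of this fold change is uncertain. TMEM45A (ENSG00000181458) reached 2.31 ± 0.751 CPM in 3D with at most 3 counts in each 2D library. B3GALT2 fell by 3.57 and GUCA2B had a log2 fold change of -3.78. Their 3D means, 0.140 ± 0.0687 and 0.0699 ± 0.0693 CPM, were also near the floor. In HCT116, IFITM1 (ENSG00000185885) increased from 0.201 ± 0.0719 to 35.3 ± 20.3 CPM, or by 7.42 on the log2 scale. GBP2 (ENSG00000162645) reached 2.98 ± 1.85 CPM with at most 3 counts in each 2D library. The small nucleolar RNAs SNORD52 and SNORD14D had log2 fold changes of -2.46 and -3.01. Their 3D means were 0.198 ± 0.199 and 0.166 ± 0.120 CPM, near the floor. RNA was selected by its poly(A) tail, so these counts need not follow the amounts of small nucleolar RNAs in the cells. In LS174T, ENSG00000266711 and ENSG00000226025 were listed at 0 counts in every 2D library and reached 3.35 ± 0.204 and 1.50 ± 0.189 CPM in 3D. FAM131B and TCN1 had log2 fold changes of -2.68 and -3.21 in this line, where TCN1 was near the floor in 3D (0.143 ± 0.0461 CPM).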

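Hierarchical clustering used the 36442 genes with at least 1 count, normalized with DESeq2 size factors and log2 transformed after adding 1, with Euclidean distance and complete linkage. The 6 libraries of each cell line formed a branch of their own, which held for all 4 lines. Within the lines, the 3 libraries of each growth condition also formed a branch of their own in all 8 groups. The mean distance between 2 libraries of one group was 117. It was 148 between the 2D and 3D libraries of one line and 356 between libraries of different lines, so lines were 2.40 times as far apart as growth conditions. The separation of 2D from 3D was largest in HT29, with a mean distance of 172 against 134 within 2D and 124 within 3D. In LS513 the shortest distance between a 2D and a 3D library was 121, and the longest within a growth condition was 118. In LS174T some 2D and 3D libraries were closer to each other (122) than the farthest libraries of one growth condition (136), and in HCT116 these distances were equal when rounded (136). Clustering normalized counts without the log moved the result most, leaving 2 of the lines as a branch of their own. It left 6 of the 8 groups as a branch of their own. With average linkage, and with the variance stabilizing transformation of DESeq2, 7 groups formed a branch of their own.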

Our data also demonstrate that hierarchical clustering mostly relies on the Microsatellite stable (MSS)/Microsatellite instable (MSI) phenotypes of the CRC cells, since HT29 and LS174T as well as HCT116 and LS513 gene expression profiles clustered close together.

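In the tree, HT29 and LS513 joined first, LS174T joined them next and HCT116 joined last. HT29 and LS513 were also the closest pair of lines, with a mean distance of 314 ± 1.52. Each SD here is over 3 means of distances between libraries matched by the order of their replicate numbers, 2D and 3D together. It does not give the spread of the single distances. The nearest libraries of HT29 and LS513 were 305 apart. LS513 and LS174T followed at 328 ± 1.96, and HT29 and LS174T at 350 ± 2.79. The 3 pairs with HCT116 were the farthest, at 364 ± 2.57 with HT29, 388 ± 0.58 with LS174T and 391 ± 1.07 with LS513. HT29 and LS513 are microsatellite stable and HCT116 and LS174T microsatellite instable. Pairs of the same type were on average 0.980 times as far apart as pairs of different types. For HT29 with LS174T and HCT116 with LS513, the ratio to the other pairs was 1.06. After the variance stabilizing transformation of DESeq2, LS174T and LS513 joined first in place of HT29 and LS513.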

Gene set enrichment analysis (GSEA) was then performed on the differentially expressed genes between the 2D/3D cell culture conditions (Log2foldchange 2Dvs3D <−0.5 or >1 with *p* < 0.05). 

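Lists of genes were compared between growth conditions over all 19387 tested genes, without a fold change cutoff, with the camera test of limma and an inter-gene correlation of 0.01. The cell proliferation list joins the S phase and G2/M phase genes of a common cell cycle list and holds 97 genes. The interferon response list holds 59 genes and the inflammatory signaling list 49, of which 39 were tested. These lists, and 7 further lists, were written down before the data were examined and are not the Gene Ontology terms of Figure 1B. A list's shift is the mean log2 fold change of its genes minus the median of all tested genes. Adjusted p-values cover the 10 lists in the 4 lines. With the cutoffs of -0.5 and 1, 4086 genes passed in HT29, 1982 in LS513, 2401 in HCT116 and 1787 in LS174T.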

As expected, for the four cell lines, GSEA revealed a decreased expression of genes involved in cell proliferation when cells were grown in 3D (Figure 1B). 

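The cell proliferation list was lower in 3D in every line. Its shift was -0.52 in HT29, where 90 of the 97 genes decreased (adjusted p = 1.5e-19, limma). It was -0.43 in LS513 with 96 genes decreased (adjusted p = 2.2e-24), and -0.46 in HCT116 with 90 genes decreased (adjusted p = 7.5e-24). In LS174T the shift was -0.29 with 83 genes decreased (adjusted p = 4.6e-12). With the inter-gene correlation estimated from the data, which moved the p-values most, the adjusted p in LS174T was 0.067. The mean log2(CPM + 1) of the list fell from 6.74 ± 0.0146 in 2D to 6.24 ± 0.0384 in 3D for HT29 and from 6.58 ± 0.0217 to 6.30 ± 0.0397 for LS174T (SD, 3 libraries each). In none of the lines did the 2D and 3D libraries overlap in this mean. The genes with the smallest p were NCAPD2 in HT29 (log2 fold change -0.86), CDCA7 in LS513 (-1.28), BLM in HCT116 (-0.91) and EXO1 in LS174T (-0.74). MKI67 (ENSG00000148773), which encodes the proliferation marker Ki-67, decreased from 850 ± 28.5 to 367 ± 27 CPM in HT29 and from 272 ± 15.7 to 144 ± 38.0 CPM in LS174T. Its log2 fold changes were -0.48 in LS513 (adjusted p = 0.056, edgeR) and -0.45 in HCT116 (adjusted p = 0.064), and both passed 0.05 when all genes with at least 1 count were included (2.8e-04 each).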

Interestingly, for both HCT116 and HT29, the 3D cell growth condition induced an overexpression of gene sets involved in the interferon and inflammation signaling pathways (Figure 1B). In contrast, no specific gene enrichment profiles reached significance for either LS174T and LS513 cells (false discovery rate (FDR) > 0.05) (Figure 1B).

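In HCT116 all 59 genes of the interferon response list were higher in 3D, with a shift of 2.75 (adjusted p = 7.0e-70, limma). In HT29 the shift was 1.28 and 55 genes were higher (adjusted p = 5.4e-13). This adjusted p became 0.089 when the inter-gene correlation was estimated from the data. The increase was larger in HCT116 than in HT29, with a difference of HT29 minus HCT116 of -1.48. IFI6 (ENSG00000126709) had the smallest p of the list in both lines. It rose from 8.49 ± 1.18 to 294 ± 82.3 CPM in HCT116 and from 1.3 ± 0.44 to 11.3 ± 1.40 CPM in HT29. For inflammatory signaling the shift was 0.72 in HCT116, with 32 of 39 genes higher (adjusted p = 5.7e-04). In HT29 it was 0.63 with 23 genes higher (adjusted p = 0.025). With the estimated correlation, these adjusted p-values were 0.14 in HCT116 and 0.31 in HT29. IL18 (ENSG00000150782) rose from 22 ± 0.58 to 59.4 ± 5.32 CPM in HCT116, and CFB (ENSG00000243649) from 0.686 ± 0.181 to 5.2 ± 0.57 CPM in HT29.

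**Figure D2:**
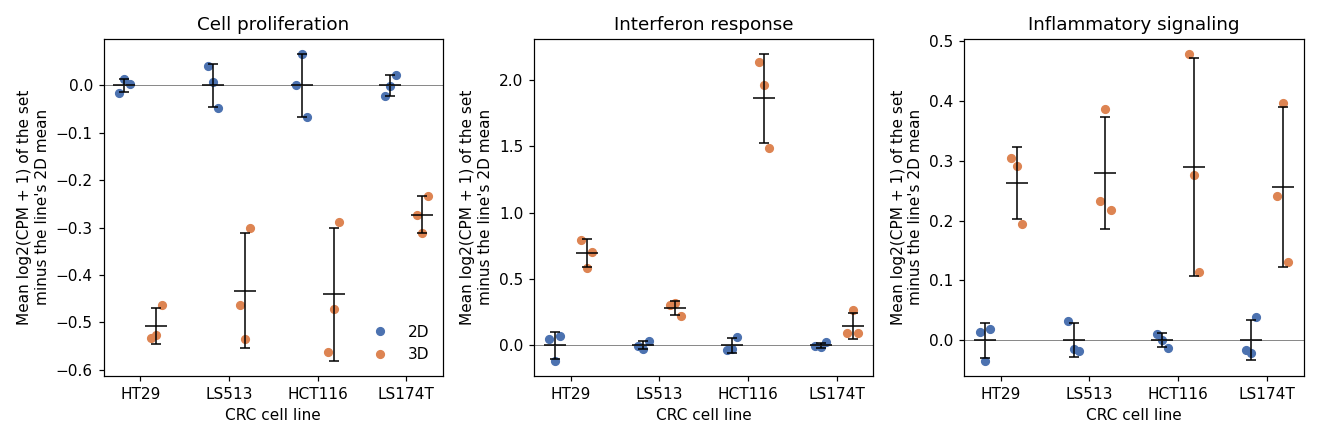
Mean log2(CPM + 1) of the genes of 3 lists in each library minus the line's 2D mean, for each CRC cell line and growth condition. Points are libraries and the bars are mean ± SD of 3. The interferon response of HCT116 grown in 3D stands highest.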

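In LS513 the interferon response list was higher in 3D, with a shift of 0.55 and 43 of 59 genes higher (adjusted p = 3.7e-04, limma). In LS174T the shift was 0.20 with 39 genes higher, which did not pass the threshold (adjusted p = 0.099). It passed when all genes with at least 1 count were included (adjusted p = 0.039). The inflammatory signaling list was higher by 0.70 in LS513 (30 of 39 genes, adjusted p = 0.0038) and by 0.40 in LS174T (26 genes, adjusted p = 0.0070). With the inter-gene correlation estimated from the data, none of these lists passed in either line. The adjusted p was then 0.35 for interferon in LS513, 0.20 for inflammatory signaling in LS513 and 0.23 for inflammatory signaling in LS174T. The interferon increase of HCT116 and HT29 together was larger than that of LS174T and LS513 together, with a difference of 1.64 (adjusted p = 2.3e-49 over 10 lists). For inflammatory signaling this difference was 0.13 (adjusted p = 0.84). ISG20 (ENSG00000172183) was the interferon gene with the smallest p in both lines, at log2 fold changes of 1.98 in LS513 and 2.37 in LS174T. IL1A (ENSG00000115008) reached 0.772 ± 0.165 CPM in LS174T grown in 3D with at most 3 counts in each 2D library.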

### 2.2. Transcriptional Expression of Purinergic Receptors and Ectonucleotidases Coding Genes in CRC Cell Lines

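The 22 genes of extracellular purine signaling are ENTPD1, which encodes CD39, NT5E, which encodes CD73, PANX1, and the genes of the P2X, P2Y and adenosine receptors. ENTPD1 and NT5E encode the enzymes that degrade extracellular ATP to adenosine. All are protein-coding, and their positions are given on GRCh38 as annotated in GENCODE 29. ENTPD1 (ENSG00000138185) lies on chromosome 10 from 95711779 to 95869695 and NT5E (ENSG00000135318) on chromosome 6 from 85449584 to 85495791. P2RX4 (ENSG00000135124) and P2RX7 (ENSG00000089041) lie near each other on chromosome 12, from 121209857 to 121234106 and from 121132819 to 121188032. P2RY2 (ENSG00000175591) lies on chromosome 11 from 73218298 to 73236352. Some of these genes share exonic bases with another gene on the same strand. The shared part is 41.6% of the exonic length for P2RX5 (with P2RX5-TAX1BP3), 54.2% for P2RY11 (with PPAN-P2RY11 and PPAN) and 57% for ADORA2A (with SPECC1L-ADORA2A). A gene counted as detected in a group when all 3 libraries had more than 3 counts. Of the 22 genes, 12 passed the filter for testing.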

To characterize the expression profile of genes involved in extracellular purines signaling and to determine whether 2D/3D cell growth might affect it, we focused on the expression levels of CD39 (ENTPD1), CD73 (NT5E), P1Rs, P2Rs and Pannexin-1 coding genes. Pannexin-1 channel protein is encoded by the PANX1 gene and is involved in the release of ATP from cells. 

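PANX1 (ENSG00000110218) lies on the plus strand of chromosome 11 from 94128928 to 94181972, with 5 exons in its longest transcript and 2769 exonic bases. It shares no exonic bases with another annotated gene. Its counts ranged from 396 to 1251 per library, or 14.4 to 36.0 CPM, over the 24 libraries of the 4 lines grown in 2D or 3D.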

Surprisingly, and independently of the growth conditions, CD39 as well as P2RX1-3, P2RY4-6, P2YR12-14 and A3R coding genes were either not expressed or only slightly expressed in our panel of four CRC cell lines (Tables S1–S4). In contrast, NT5E, PANX1, P2RX4, P2RY1, P2RY2, P2RY11 and A2BR genes were consistently expressed in all the cells tested (Tables S1–S4). 

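P2RX2 (ENSG00000187848) had 0 counts in all 24 libraries. P2RX3 (ENSG00000109991) had 4 counts in all libraries together and ADORA3 (ENSG00000282608), the A3R gene, had 3. P2RY4 (ENSG00000186912) had 16 counts in total and at most 3 in a library. P2RX1 (ENSG00000108405) had 47 counts in total, at most 10 in a library, and was detected in 1 of the 8 groups, LS513 grown in 3D. P2RY6 (ENSG00000171631) had 48 counts in total, at most 10 in a library, and was also detected in 1 group. The highest value of any of these genes was 0.346 CPM, for P2RX1. None of them passed the filter for testing, so no growth effect was tested. At this depth, expression under the detection limit of a library cannot be told from absence.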

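NT5E, PANX1, P2RX4, P2RY1, P2RY2, P2RY11 and ADORA2B, the A2BR gene, were detected in all 8 groups. The same 7 genes were found with a minimum of 10 counts or of 1 CPM in every library. NT5E ranged from 801 to 2871 counts per library (28.5 to 98.8 CPM). ADORA2B (ENSG00000170425) ranged from 6.81 to 67.7 CPM and was lowest in HT29. P2RY2 ranged from 3.06 to 44.2 CPM and was highest in HT29. P2RY1 (ENSG00000169860) had the lowest count of the 7 genes in a single library, 32, and reached 21.2 CPM in LS513. P2RY11 (ENSG00000244165) ranged from 9.36 to 34.2 CPM, over exons that it partly shares with other genes.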

Among them, the expression levels of P2RX4 coding gene slightly but constantly increased in the four CRC cell lines when they were grown in 3D (Log2foldchange 2Dvs3D > 0.5 with *p* < 0.05). 

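P2RX4 was higher in 3D in each line, and every 3D library exceeded every 2D library of its line. It rose from 6.70 ± 0.249 to 16.7 ± 2.17 CPM in HT29 (SD, 3 libraries each), a log2 fold change of 1.32 (standard error 0.16, adjusted p = 1.5e-06, edgeR). In LS513 it rose from 14.2 ± 0.508 to 30.0 ± 4.24 CPM, a log2 fold change of 1.07 (standard error 0.15, adjusted p = 1.9e-05). In HCT116 it rose from 10.1 ± 2.00 to 18.7 ± 3.12 CPM, a log2 fold change of 0.89 (standard error 0.16, adjusted p = 1.8e-04). The increase was smallest in LS174T, from 6.24 ± 0.558 to 9.21 ± 1.66 CPM, with a log2 fold change of 0.56 (standard error 0.16, adjusted p = 0.016). Adjusted over the 37 tests of the purinergic genes alone, the p-values were 1.2e-06, 7.5e-06, 7.6e-05 and 0.011 in the same order. When only the 6 libraries of the line were fitted, the adjusted p in LS174T was 0.067. The effect differed between lines (interaction p = 0.020, or 0.035 adjusted over the 7 genes detected in all groups, edgeR), but not when adjusted over all genes (0.091). From fold changes past its threshold in each of the 4 lines, the paper states that expression of this gene rose slightly but constantly in 3D.

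**Figure D3:**
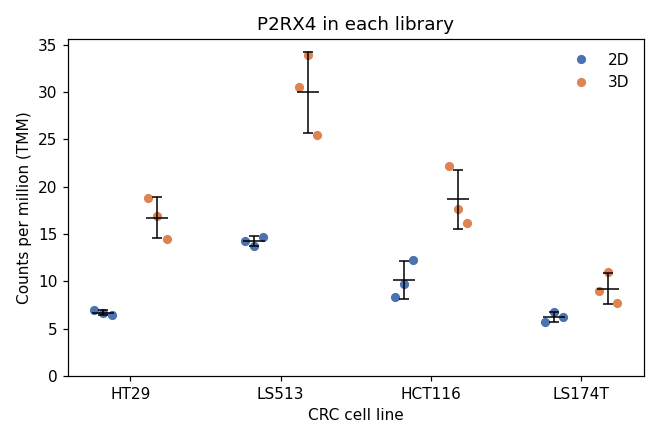
P2RX4 expression in CPM (TMM scale) in each library of the 4 CRC cell lines grown in 2D and 3D. Points are libraries and the bars are mean ± SD of 3. In each line the 3D libraries lie above the 2D libraries.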

The effect of the growth conditions was, however, more contrasted for the other genes (Tables S1–S4). 

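NT5E changed in different directions. It decreased in HT29 from 82.2 ± 15.4 to 41.8 ± 8.03 CPM (log2 fold change -0.98, adjusted p = 4.0e-05, edgeR) and increased in HCT116 from 32.0 ± 3.37 to 56.0 ± 7.92 CPM (0.81, adjusted p = 5.1e-04). Its changes in LS513 (-0.41, adjusted p = 0.063, or 0.030 with a replicate block) and LS174T (-0.25, adjusted p = 0.27) did not pass the threshold. P2RY2 increased only in LS513, from 14.9 ± 0.0483 to 25.4 ± 2.80 CPM (0.77, adjusted p = 2.4e-04), and its log2 fold changes in the other lines lay between -0.19 and -0.02. ADORA2B decreased in HT29 (-0.33, adjusted p = 0.025, or 0.18 with all genes with at least 1 count) and changed by 0.26 in HCT116 (adjusted p = 0.060, or 0.028 with DESeq2). P2RY1 was lower in 3D by -0.93 in HCT116 (adjusted p = 0.014), while -0.63 in LS174T (adjusted p = 0.052, or 0.043 with DESeq2), -0.58 in HT29 and -0.28 in LS513 did not pass. PANX1 and P2RY11 did not change past the threshold in any line, with log2 fold changes from -0.26 to -0.12 and from 0.16 to 0.25, except that PANX1 passed in HT29 (adjusted p = 0.031) when only that line's libraries were fitted. Among genes detected in fewer groups, P2RX6 increased in HT29 (1.13, adjusted p = 0.027, or 0.13 with a replicate block). In HCT116 P2RX6 also passed (adjusted p = 0.029), but it was not detected there in either growth condition, so no fold change is given. The growth effect differed between lines for NT5E (interaction p adjusted over 7 genes, 3.6e-06), P2RY2 (6.7e-04) and ADORA2B (0.019), the last not with all genes with at least 1 count (p = 0.066 before adjustment, edgeR). It did not for P2RY1 (0.48), PANX1 (0.98) or P2RY11 (0.98).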

Interestingly, the widely studied P2RX7 coding gene was mostly expressed in the HCT116 cells (Table S3) while the P2RX5 coding gene was only expressed in the two MSI CRC cell lines (Tables S3–S4). 

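P2RX7 had 44 to 82 counts in each of the 6 HCT116 libraries, or 1.87 ± 0.344 CPM (SD, n = 6). In the 18 libraries of the other 3 lines it had at most 2 counts, which is below the detection limit. HCT116 was thus at least 11.4-fold higher, measured against that limit (adjusted p = 3.3e-15 for the comparison of lines, edgeR). Its log2 fold change between 3D and 2D in HCT116 was -0.01 (adjusted p = 1), and the sign changed under other settings. P2RX5 (ENSG00000083454) had 335 to 568 counts in the 12 libraries of HCT116 and LS174T, or 14.2 ± 2.49 CPM (SD, n = 12). In the 12 libraries of HT29 and LS513 it had at most 3 counts, so it was at least 86.4-fold higher in HCT116 and LS174T (adjusted p = 2.4e-21, edgeR). P2RX5-TAX1BP3, with which P2RX5 shares exons, had at least 1352 counts in every library of the 4 lines.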

On the contrary, P2RX6 was mostly expressed in the two MSS CRC cell lines (Tables S1–S2). 

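P2RX6 (ENSG00000099957) was expressed at 1.19 ± 0.438 CPM (SD, n = 12) in HT29 and LS513 and at 0.19 CPM in HCT116 and LS174T. The difference between these pairs of lines was 3.08 on the log2 scale (standard error 0.27, adjusted p = 3.7e-10, edgeR). P2RX6 was detected in LS174T in 2D (0.254 CPM) and 3D (0.320 CPM). In HCT116 it was detected in neither (0.0197 and 0.166 CPM), so the size of this difference rests partly on a line without detection. The counts overlapped, since the lowest library of HT29 and LS513 had 8 counts and the highest library of the other pair had 12. With 2D libraries alone the difference was 3.48, and with 3D libraries alone 2.67.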

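ADORA1 (ENSG00000163485), the A1R gene, had at least 165 counts in each HCT116 library, or 6.19 ± 0.991 CPM (SD, n = 6). The other 3 lines had at most 4 counts and a mean of 0.0457 CPM. None of their groups reached detection, so no fold change is given (adjusted p = 1.8e-19 for the comparison of lines, edgeR). ADORA2A (ENSG00000128271), the A2AR gene, had at least 141 counts in each HCT116 library, or 5.68 ± 0.951 CPM. The other 3 lines had up to 19 counts and a mean of 0.237 CPM, a difference of 4.74 on the log2 scale (standard error 0.16, adjusted p = 3.9e-18). ADORA2A was detected in 4 of the 8 groups, HCT116 and HT29 under both growth conditions. In HT29 it was expressed at 0.389 ± 0.106 CPM in 2D and 0.426 ± 0.161 CPM in 3D.

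**Figure D4:**
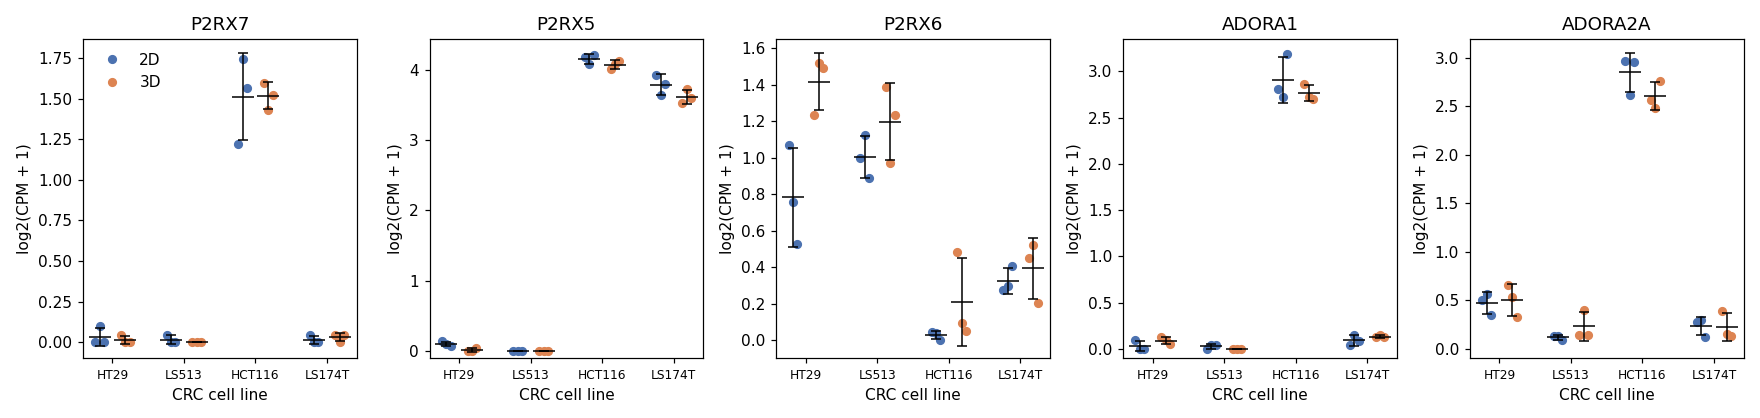
Expression of P2RX7, P2RX5, P2RX6, ADORA1 and ADORA2A as log2(CPM + 1) in each library of the 4 CRC cell lines grown in 2D and 3D. Points are libraries and the bars are mean ± SD of 3. P2RX7, ADORA1 and ADORA2A stand highest in HCT116.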

Finally, only HCT116 cells expressed both A1R and A2AR coding genes (Table S3). To confirm our RNA Seq data, we performed qRT-PCR analysis on extracts prepared from cells grown in 2D. Importantly, for all the genes tested, the cycle threshold (Ct) value calculated showed a good correspondence with the expression levels determined through RNA Seq (Figure S1 and Supplementary Materials). 

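The RNA-seq values for cells grown in 2D were set against the threshold cycles that the paper's supplement lists for NT5E, PANX1 and P2RY2. NT5E, at the HT29 level given above, was expressed at 44.2 ± 4.46 in LS513, 32.0 ± 3.37 in HCT116 and 46.9 ± 5.67 in LS174T (SD, 3 libraries each). PANX1 was expressed at 31.9 ± 0.486 CPM in HT29, 27.5 ± 1.60 in LS513, 33.5 ± 3.99 in HCT116 and 22.8 ± 0.867 in LS174T. P2RY2 was expressed at 37.4 ± 6.49 CPM in HT29, 5.2 ± 0.17 in HCT116 and 3.96 ± 0.0693 in LS174T. For each of the 6 pairs of lines, the line with the higher expression should have the lower threshold cycle. This held for 13 of the 18 pairs over the 3 genes, with 3 for NT5E, 5 for PANX1 and 5 for P2RY2. With the threshold cycle taken relative to 36B4, which is RPLP0, it held for 12 pairs. Dividing the RNA-seq counts by the RPLP0 count in place of TMM normalization gave 13 and 16 pairs. With 4 lines, no correlation was computed.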

To determine whether the purinergic receptors, Pannexin-1 and ectonucleotidase coding genes might differentially be expressed in CRC cells compared to normal-like colonic cells, we included here mRNA samples prepared from the non-tumorigenic and undifferentiated immortalized epithelial progenitor HCEC-1CT cells [55]. Interestingly, our study revealed that both P2RY1 and P2RY2 coding genes were markedly overexpressed in the four CRC cell lines compared to the HCEC-1CT cells (Figure 2A). In contrast, neither P2RY11 (Figure 2A) nor P2RX4 (Figure 2B) coding gene expression showed marked changes. The A2BR coding gene showed an increased expression level in three out of four CRC cell lines compared to the normal-like cells (Figure 2C), while the CD73 coding gene (NT5E) was slightly but significantly downregulated in CRC cells (Figure 2D). Except for LS513 cells, a similar profile was observed for PANX1 (Figure 2D). Finally, our qRT-PCR analysis confirmed that the P2RX7 coding gene is only expressed at the mRNA level in HCT116 CRC cells (Figure 2B).

### 2.3. Effect of Purine Molecules on 2D Cell Viability and 3D Spheroid Growth

To begin characterizing the biological effects of extracellular purines on CRC cells, we first assessed the activities of ATP, ATPγS and adenosine on cell viability (Figure 3 and Figure S2). Our results demonstrated that ATP and its non-hydrolysable analog ATPγS show very similar activities on CRC cells (Figure 3A and Figure S2). This observation is consistent with the low level of expression of CD39 on CRC cells as revealed by RNASeq analysis (Tables S1–S4). 

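ENTPD1, which encodes CD39, had 88 counts over all 24 libraries and at most 10 in one, with a count in 18 of them. More than 3 counts were found in 12 libraries, and all 3 libraries of a group exceeded 3 counts in 2 groups, HCT116 grown in 2D and in 3D. The highest count was found in HT29 grown in 2D, replicate 2, at 0.324 CPM before TMM scaling (95% Wilson interval 0.176 to 0.597), and in LS174T grown in 3D, replicate 1, at 0.319 CPM (0.173 to 0.588). In LS513 no library had more than 1 count. The gene shares 2.5% of its exonic bases with another gene on the same strand.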

Importantly, both ATP and ATPγS showed no anti-proliferative activities against two human immortalized colonic cell lines (HCEC-1CT and FHC) (Figure 3A and Figure S2). This suggests that extracellular ATP preferentially targets tumor cells. Similarly, adenosine preferentially affects CRC cells viability (Figure 3A and Figure S2). However, even if higher adenosine concentrations were generally required to reach 50% of growth inhibition when compared to the concentrations used for ATP and ATPγS, the comparison in terms of IC50 value was dependent on the cell viability assay used (compare Figure 3A and Figure S2). This discrepancy is likely due to the fact that both CellTiter Glo Luminescent (Figure 3A) and 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) (Figure S2) assays evaluate the cell viability of proliferating cells by measuring different metabolic alterations induced by the tested compounds [56]. Nevertheless, in all cases, non-tumorigenic cell proliferation was not affected by extracellular purines (Figure 3 and Figure S2).

Because 2D cell cultures have limitations that might impact the response to tested compounds, we evaluated the capability of both extracellular ATP and adenosine to inhibit the growth of 3D tumor cell spheroids, which are believed to more closely mimic in vivo conditions (Figure 3B). Interestingly, the anti-proliferative activities of both purines were confirmed for the HT29, LS513 and LS174T cell lines, with a marked slowdown of spheroid growth. For HCT116 cells, the effect of both purines, while significant, was less marked in comparison with the three other cell lines. This result is likely due to the very tight density of HCT116 spheroids limiting purine diffusion within the 3D structure (Figure 3C). However, these results again confirm that both purines can act on CRC growth in vitro.

### 2.4. Cell Type Dependent Cellular Death Processes Induced by Purine Molecules

Because cell viability assays and spheroid growth kinetics did not allow us to strictly distinguish between a cytotoxic effect and a cytostatic one, we evaluated the capability of both ATP and adenosine to induce cell death in 2D cell culture conditions (Figure 4). We evaluated both compounds at an equimolar concentration corresponding to the IC50 value determined for ATP (250 µM) through the CellTiter Glo Luminescent assay (Figure 3A). To evaluate whether the changes in cell viability were associated with a subsequent induction of cell death, HCT116, HT29, LS174T and LS513 cells as well as the two human immortalized colonic FHC and HCEC-1CT cell lines were treated for 48 h with either ATP or adenosine, and the percentage of Annexin V/propidium iodide (PI) positive cells was determined (Figure 4A,B). Importantly, our results first confirmed the absent (FHC) or minor (HCEC-1CT) cytotoxic effect of both purines on non-tumorigenic cells. However, at 250 µM, only the ATP molecules were capable of inducing cell death in the four CRC cell lines tested, while adenosine did not impact cell survival (Figure 4A). These data confirmed the observation made through the CellTiter Glo Luminescent viability assay, suggesting that ATP is more cytotoxic than adenosine towards cancer cells. Interestingly, while the cell viability of LS513 cells was markedly affected by ATP (Figure 3A), cell death was only moderately induced in these cells, suggesting that ATP treatment is poorly cytotoxic for these cells. To further confirm cell death induction, we evaluated γ-H2AX labeling in cells treated for 48 h with either 250 µM ATP or adenosine (Figure 4C). Beside its canonical function in the DNA damage response processes, Ser-139 phosphorylation of the histone variant H2AX is indeed involved in both apoptosis and caspase-independent programmed necrosis (necroptosis) [57,58,59]. Importantly, γ-H2AX labeling showed very similar patterns to those seen for Annexin V/PI, suggesting that cell death induced by extracellular ATP implies DNA damage in HT29, HCT116 and LS174T cells. Surprisingly, while no Annexin V/PI staining was detected in HCT116 cells after treatment with 250 µM of adenosine, the cells showed clear labeling for γ-H2AX (Figure 4C). This suggests that adenosine treatment might induce DNA damage independent of cell death induction in HCT116 cells.

To further characterize the cell death processes induced by extracellular ATP, CRC cells were treated for 48 h with 250 µM ATP given in the absence or presence of QVD-Oph (a pan-caspase inhibitor with potent anti-apoptotic properties) or Necrostatin-1 (an RIPK1 inhibitor with potent anti-necroptosis activities) (Figure 4D). Interestingly, ATP-induced cell death was markedly inhibited by QVD-Oph in HCT116 cells, suggesting that extracellular ATP acts through apoptosis in these cells. In contrast, the co-incubation of ATP with QVD-Oph had no effect on the cellular outcome of HT29 cells. In this model, only necrostatin-1 partly impaired cell death induction, suggesting that HT29 cells induce necroptosis in response to extracellular ATP. For the LS174T cells, the picture was more complex, since ATP-induced cell death was partially inhibited by QVD-Oph and Necrostatin-1. This suggests that the cellular outcome of the LS174T cells following treatment with extracellular ATP involves induction of both apoptosis and necroptosis. Finally, the two drugs did not impact the cellular outcome of LS513 cells, suggesting that other pathways might be involved in the low level of cell death induction observed here.

### 2.5. Cell Cycle Modulation in CRC Cell Lines Induced by Purine Molecules

To determine whether treatment with extracellular purines affects cell cycle progression in CRC cells as well as in the HCEC-1CT cell line, we double labelled cells with BrdU and 7-AAD after 24 h of treatment with 250 µM of extracellular ATP or adenosine (Figure 5). Again, exposure to both adenosine and ATP did not impact the cellular outcome of the non-tumorigenic cells (Figure 5A, right panel). Moreover, in all cases, adenosine treatment showed no effect on the cell cycle progression of CRC cells, confirming the observation made through the CellTiter Glo Luminescent viability assay that higher adenosine concentrations are required to significantly act on tumor cell growth when cells are grown in 2D. However, while exposure to extracellular ATP did not affect the cell cycle progression of HCT116 cells, it significantly increased the percentage of HT29, LS174T and LS513 cells in S-phase, with a marked effect for both HT29 and LS513 (Figure 5A). Interestingly, the flow cytometry dot plots obtained by the double labelling of the cells with BrdU and 7-AAD showed that the increased number of BrdU positive HT29, LS513 and LS174T cells was accompanied by a lower average incorporation of BrdU in individual cells (Figure 5B and Figure S3B,C). This suggests that replication still occurs in individual cells, however, at a slower rate of nucleotide incorporation. Importantly, the effect seen here for the LS513 cell line suggests that the reduced cell viability for these cells observed above (Figure 3A) mostly relies on a cytostatic effect induced by extracellular ATP.

### 2.6. Effects of P2RY1 or P2RY2 Pharmacological Inhibition on Intracellular Ca^2+^ Mobilization Induced by Extracellular ATP

Because of the high expression levels of both P2Y1 and P2Y2 receptors revealed on CRC cells compared to the normal-like HCEC-1CT cell line (Figure 2), we wondered whether these two receptors might be involved in the selective response to extracellular ATP observed for the four CRC cell lines. To assess this, we first measured the rise of cytoplasmic Ca^2+^ induced by extracellular ATP (250 µM) in the presence or absence of two selective competitive antagonists of either P2RY1 (MRS 2179) or P2RY2 (AR-C 118925XX) (Figure 6A). In agreement with the absence of effect of extracellular ATP on the HCEC-1CT cells viability, as well as with the low expression levels of both receptors in these cells, our results showed that ATP exposure here did not induce any sort of Ca^2+^ rise, while our positive control, ionomycin, did. On the contrary, for the four CRC cell lines, ATP treatment led to a fast and significant increase of intracellular Ca^2+^ which was fully abolished by pre-incubating cells with the P2RY2 inhibitor AR-C 118925XX. This, combined with the absence of any effect of MRS 2179, suggests that P2RY2 might be primarily involved in the response of CRC cells towards extracellular ATP.

### 2.7. Effects of P2RY1 or P2RY2 Pharmacological Inhibition on CRC Cell Survival after Exposure to Extracellular ATP

To determine whether the inhibition of intracellular Ca^2+^ mobilization might affect the cellular outcome of CRC cells in terms of cell viability, the four CRC cell lines were treated for 48 h with 250 µM ATP in the presence or absence of MRS 2179 or AR-C 118925XX. The percentage of Annexin V/propidium iodide (PI) positive cells was then determined (Figure 6B). In agreement with the absence of effect of MRS 2179 on Ca^2+^ mobilization, no effect of the drug could be found in terms of cell survival. However, while pharmacological inhibition of the P2Y2 receptor completely abolished the rise of cytoplasmic Ca^2+^ induced by ATP for our four CRC cell lines (Figure 6A), the co-incubation of AR-C 118925XX with extracellular ATP only impacted the cellular outcome of HT29 cells (Figure 6B and Figure S4). These results suggest that, except for HT29 cells, neither P2RY2 nor rapid Ca^2+^ mobilization is likely to play a major role in extracellular ATP signaling leading to cell death induction in CRC cells.

### 2.8. Effects of Extracellular ATP Exposure on Cellular cAMP Levels

In addition to the rise of cytoplasmic Ca^2+^, exposure to extracellular purines is often accompanied by cAMP level modulation [15]. To evaluate whether treating cells with extracellular ATP might affect cAMP levels in CRC as well as HCEC-1CT cells, we measured the immediate change in cAMP intracellular levels occurring after treatment with 250 µM ATP (Figure 6C). As seen previously, only the HT29 cells showed a specific profile in response to extracellular ATP; this was characterized by a significant decrease in cAMP levels. However, for both HCT116 and LS174T the profiles were more contrasted, while cAMP levels seemed to increase for LS513 and HCEC-1CT cells after treatment with ATP. To determine whether the pharmacological modulation of cAMP levels might nevertheless impact the cellular outcome induced by ATP at later time points, the four CRC cell lines were treated for 48 h with 250 µM ATP in the presence or absence of forskolin (FSK), a common activator of adenylyl cyclase (AC, Figure 6D). Again, the HT29 cells showed a clear pattern, demonstrating that FSK can abolish cell death induction triggered by extracellular ATP exposure, likely by increasing intracellular cAMP concentration (Figure S5). This result is in agreement with the fact that ATP exposure led to a decrease in cAMP levels in HT29 cells (Figure 6C), and suggests that modulation of intracellular levels of both Ca^2+^ and cAMP may impact the cellular outcome of this specific cell line. Interestingly, a similar tendency was observed for the LS174T cell line (Figure 6D and Figure S5), suggesting that cAMP level modulation might have a more general impact on outcomes in CRC cells. Unfortunately, because FSK alone was cytotoxic for both HCT116 and LS513 cells (Figure S6), it was not possible to extend this observation to these two cell lines.

### 2.9. Effects of Dipyridamole on CRC Cell Survival after Exposure to Extracellular Purines

To further study the role of 3′,5′-cyclic nucleotide messengers in the response of CRC cells towards extracellular purines, we used the non-selective phosphodiesterase inhibitor dipyridamole (DIP) to modulate intracellular levels of both cAMP and cyclic guanosine monophosphate (cGMP) [60,61]. However, because DIP is also a known inhibitor of adenosine transporters [62] and because it has been reported that DIP can impair the growth inhibitory effect of extracellular ATP by blocking adenosine uptake in human gastric carcinoma HGC-27 cells [63], we used both non-hydrolysable ATP (ATPγS) and adenosine as controls (Figure 6E). As shown before, when the four CRC cell lines were treated for 48 h with 250 µM adenosine, no cell death induction could be detected by Annexin V/PI double labeling. These negative profiles were not impacted by co-treatment with DIP. On the contrary, both extracellular ATP and ATPγS induced a marked increase in dead cells for the four CRC cell lines, which was completely abolished in the presence of DIP. Together, these data confirm that the growth inhibitory effect of extracellular ATP is not mediated by its biotransformation to adenosine or adenosine uptake, and further demonstrate that the effect of extracellular ATP can be circumvented by an increase in cyclic nucleotides (e.g., cAMP/cGMP) following non-selective PDE inhibition in CRC cells.

## 3. Discussion

The direct and indirect anticancer activity of extracellular ATP has long been demonstrated [64]. The initial understanding of these effects on tumor cell survival and immune cell recruitment led to the development of pharmacological strategies aiming at increasing its pericellular concentration or targeting specific receptors [64]. However, the final outcome of such approaches can be difficult to predict, and likely depends on tumor cell types.

First, targeting a single purinergic receptor with selective agonists or inhibitors relies on the expression of well-defined targets. However, purinergic receptor expression varies between cancer cells [15]. In this sense, our data demonstrate that CRC cells mostly express A2B, P2X4, P2Y1, P2Y2 and P2Y11 receptors, while only few transcripts of P2RX7 can be detected in our four CRC cell lines. This observation, as well as those from others [50,65] is of interest since P2RX7 is often referred to as being widely expressed on CRC cells [15] and pharmacological strategies aiming at activating or inhibiting P2RX7 have been proposed [47,66]. Obviously, this discrepancy can be explained by differential controls acting on either gene expression or protein stability [43]. However, even in patient samples, P2RX7 expression is inconsistent and mostly associated with advanced stages of the disease [23,24,47]. This suggests that P2RX7 expression might occur late in the process. Interestingly, our gene expression data show that both P2RX7 and PANX1 coding genes whose products are known to participate to the release of ATP in the extracellular compartment [64] were both downregulated in CRC cells compared to the normal-like HCEC-1CT cell line (Figure 2B,D). This observation, combined with the fact that pro-inflammatory signaling pathways were overexpressed in all our CRC cells when structured in 3D (Figure 1B), suggest that microenvironment-driven cancer cell selection might drive CRC cells, at least initially, to downregulate pathways capable of releasing additional pro-inflammatory molecules, including ATP [67]. This assumption is of particular interest if we consider the differential function of acute and chronic inflammation in tumor progression [68]. Indeed, while chronic inflammation is involved in immunosuppression, the release of extracellular ATP as well as other damage-associated molecular patterns (DAMPs) can trigger acute inflammatory reactions, leading to anti-tumor immune responses at early stages of the disease [7]. Intriguingly, P2RX7 and Pannexin-1 are closely interconnected in this context and were both found to co-immunoprecipitate in HEK293 cells [69,70]. Therefore, their downregulation might allow for maintaining the low extracellular ratio of ATP/adenosine associated with the chronic phase of inflammation [7]. Later in the process of tumorigenesis, P2RX7 overexpression may, on the other hand, help cancer cells to invade, metastasize and resist drugs [2,45,46]. Further studies will be required to determine whether such a dynamic model might apply to CRC.

Another important feature of our study is that among the five purinergic receptors coding genes consistently expressed in CRC, only the P2RY1 and P2RY2 coding genes were markedly overexpressed in all CRC compared to the normal-like colonic cells. The overexpression of the two P2Y1 and P2Y2 receptors might render cancer cells hypersensitive to their extracellular ligands (ADP and ATP or UTP, respectively) as this was reported for other receptors like EGFR [71,72]. Moreover, the tri-phosphorylated nucleotide P2Y2 receptor is known to play an important role in cancer progression, notably for CRC [73,74]. Differential gene expression analysis made through the GEPIA2 web server (http://gepia2.cancer-pku.cn/#index, accessed on 12 October 2021) confirms that P2RY2 is overexpressed in both colon (Log2foldchange TumorvsNormal = 0.996 with *p* = 3.26e^−12^) and rectal (Log2foldchange TumorvsNormal = 1.086 with *p* = 1.97e^−9^) adenocarcinomas when compared to their normal counterparts [75]. Obviously, this makes P2RY2 interesting as a therapeutic target [76]. Accordingly, recent studies have demonstrated that P2RY2 expression was elevated in pancreatic ductal adenocarcinoma and in head and neck squamous cell carcinoma (HNSCC), and its inhibition suppressed cancer cell growth both in vitro and in vivo [28,77]. In our hands, however, the whole picture is less clear and suggests that the observations made in pancreatic cancer and HNSCC might not apply to CRC. Indeed, while our data clearly demonstrated that P2RY2 plays a unique role in Ca^2+^ mobilization when CRC cells were exposed to extracellular ATP (Figure 6A), its selective pharmacological inhibition either had no effect (HCT116, LS174T, LS513) or reversed (HT29) the effects of ATP on CRC cell survival (Figure 6B). Therefore, inhibiting P2RY2 in CRC might be either useless or counter-productive in terms of cancer cell survival. However, because Ca^2+^ mobilization as well as extracellular ATP exposure and P2RY2 activation have been involved in metastasis, cell cycle progression, cell motility and drug resistance [2,28,40,41,42,73,74,76,77,78,79,80,81,82], it would be interesting to further explore the effects of P2RY2 inhibition on these specific cellular processes associated with cancer progression.

Third, while all CRC cells are sensitive to extracellular ATP exposure in terms of growth inhibition, we show here that the cellular outcome clearly depends on the cell line tested. Extracellular ATP can indeed induce apoptosis, necroptosis, a combination of both, or cell cycle arrest (Figure 4 and Figure 5). Importantly, no effect could be identified on the cell viability of two normal-like colonic cells. However, while previous reports suggested that the effect of extracellular ATP might be driven by its biotransformation to adenosine through the action of the two CD39 and CD73 ectonucleotidases [43,83], our results do not support this hypothesis or its generalization to CRC. Indeed, our results show that (i) CD39 is expressed poorly or not at all in our panel of four CRC cell lines (Tables S1–S4); (ii) ATP and its non-hydrolysable analog ATPγS show similar activities in 2D cell viability assays (Figure 3A, Figure 6E and Figure S2); and (iii) adenosine exposure does not induce any form of cellular death when used at the same concentration as ATP (Figure 4A and Figure 6E).

Fourth, while the pharmacological inhibition of the P2Y2 receptor completely abolished the rise in cytoplasmic Ca^2+^ observed in all CRC cells after treatment with ATP (Figure 6A), Ca^2+^ mobilization seemed only to impact the cellular outcome of the HT29 cells (Figure 6B). Of note, this observation confirms previous data reporting that Ca^2+^ chelation as well as inhibition of phospholipase C, which acts downstream of P2RY2 (Figure 7), protect HT29 cells from dying due to extracellular ATP [50]. However, our results do not support findings suggesting that the activation of P2RY2 in CRC cells increases intracellular cAMP through Ca^2+^-dependent AC stimulation [50]. On the contrary, we found that HT29 cell exposure to extracellular ATP was associated with a modest but significant decrease in cAMP levels (Figure 6C) and that FSK-induced cAMP accumulation completely abolished cell death induction triggered by extracellular ATP (Figure 6D). This discrepancy might be explained by differential expression profiles of adenylyl cyclase coding genes and/or of the direct (Calmodulin, CaM) or indirect (CaM kinase, protein kinase C or calcineurin) modulators of ACs [84] existing in distinct HT29 subclones. In agreement with that hypothesis, it has been shown that extensive genetic heterogeneity exists within cultures of the same cancer cell lines, leading to global gene expression changes and striking differences in the response to anticancer drugs [85]. Our results therefore suggest that extracellular ATP stimulates phospholipase C and Ca^2+^ mobilization in HT29 cells through its binding to P2RY2, leading to a decrease in cAMP levels (Figure 7). This might in turn affect protein kinase A (PKA) and/or cAMP Response Element-binding protein (CREB) activities and modulate HT29 cell survival [86,87]. Further studies will be required in order to elucidate the precise roles of cAMP signaling downstream elements in HT29 cellular outcomes. Importantly, our model (Figure 7) is likely to account only for HT29 cells since no effect of the P2RY2 inhibitor AR-C 118925XX could be evidenced for the HCT116, LS513 and LS174T cell lines. Together, this makes it difficult to generalize a direct correlation between P2RY2 activation, Ca^2+^ mobilization, cAMP levels and cancer cell viability for CRC. Thus, targeting one specific pathway or receptor might prove difficult in terms of clinical practice.

Intriguingly, a common feature found in our four CRC cell lines is the ability of dipyridamole to impair cell death induction following extracellular ATP exposure (Figure 6E). DIP is a common anti-thrombotic agent [88] that exerts its pharmacological activities by inhibiting the reuptake of adenosine through its binding to equilibrative nucleoside transporters and/or by acting as a non-selective phosphodiesterase inhibitor, thus increasing cAMP and/or cGMP levels in cells [60,61,62]. Several reports showed that DIP blocks the effects of extracellular ATP on human gastric carcinoma HGC-27, histiocytic leukemia U-937 and cervical cancer cell survival by inhibiting adenosine uptake [83,89]. These results suggest that purinergic receptors may not play a major role in ATP and adenosine induced apoptosis in those cells. However, our data do not support this model for CRC, since DIP completely abolished the effects of both extracellular ATP and non-hydrolysable ATP on CRC cells (Figure 6E) while adenosine did not induce any form of cellular death at the concentrations tested here (Figure 4A and Figure 6E). Importantly, for HT29 as well as for LS174T cells, the effects of DIP confirm the outcome seen for FSK on cell survival (Figure 6D), suggesting that increasing cAMP levels might circumvent CRC cell response towards extracellular ATP (Figure 7). However, in LS174T cells the modulation of AC activity is likely not to rely on P2RY2 activation and Ca^2+^ mobilization (Figure 6A,B). Of note, AC activity can be directly and differentially modulated by protein kinase C (PKC) [84], a downstream target of P2Y1, P2Y2 and P2Y11 receptors which is expressed in all four CRC cell lines [15]. Moreover, it has been suggested that extracellular ATP might reduce Caco-2 CRC cells viability by inhibiting, not activating, PKC through an unknown ATP receptor [65]. Further investigation will be required to assess the role, if any, of PKC in our model (Figure 7). In addition to PKC modulation through Gα_q_ protein and phospholipase C activation, several P2Y receptors (P2Y12, P2Y13 and P2Y14) are known to bind Gα_i_ protein, which is capable of inhibiting adenylyl cyclases [15]. However, since none of those three receptors are expressed in our set of four CRC cell lines (Tables S1–S4), this hypothesis seems very unlikely in our setting (Figure 7). 

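P2RY12 (ENSG00000169313) and P2RY13 (ENSG00000181631) had 0 counts in all 24 libraries of the 4 lines grown in 2D and 3D. P2RY14 (ENSG00000174944) had 1 count, in replicate 1 of HCT116 grown in 2D. All of them lie on chromosome 3, and they share no exonic bases with other genes. The upper end of the 95% Wilson interval for P2RY12 and P2RY13 was 0.205 CPM before TMM scaling in the library with the lowest total, and 0.112 in the one with the highest.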

Finally, because DIP is a non-selective PDE inhibitor, cGMP levels might also be affected. This is important since both the cAMP and cGMP signaling pathways have been found to have either positive or negative effects on cancer cell growth and survival [90]. Moreover, several works have reported that in different tissues extracellular ATP can induce nitric oxide signaling, the target enzyme of which is soluble guanylyl cyclase [91,92]. The involvement of cGMP modulation may account for the HCT116 and LS513 cells for which FSK effect could not be evaluated. However, even though this quite unexplored area may seem far beyond the scope of our current study, it does suggests that differential signaling pathways as well as different purinergic receptors might be activated in CRC, leading to distinctive cellular outcomes [43].

## 4. Materials and Methods

### 4.1. Cells and Therapeutics

Human colorectal carcinoma cells (HT29, LS513, LS174T and HCT116) were kindly provided by Richard Camalier (Division of Cancer Treatment and Diagnosis Tumor Repository, National Cancer Institute) and Richard Hamelin (Paris, France). Colon carcinoma cell lines were maintained in DMEM (except for HCT116 cell lines, which were cultured in McCoy medium) supplemented with 5% FBS and 100 units/mL penicillin and 100 µg/mL streptomycin. The FHC cell line (established from normal human fetal colonic mucosa) was obtained from ATCC (American Type Culture Collections, VA, USA), while the hTERT and cdk4 immortalized human colon epithelial cell line (HCEC-1CT) was purchased from Evercyte. Both FHC and HCEC-1CT cell lines were maintained as described by the suppliers.

ATP (Adenosine 5′-trisphosphate disodium salt hydrate), ATPγS (Adenosine 5′-[γ-thio]triphosphate tetralithium salt), adenosine, QVD-Oph, Necrostatin-1 and dipyridamole (DIP) were purchased from Merck. MRS 2179 and AR-C 118925XX were purchased from Tocris, while forskolin (FSK) was obtained from abcam.

### 4.2. RNA Extraction and RNA Sequencing

Whole RNA was extracted from the four CRC cell lines grown in either 2D or 3D conditions by using the RNeasy^®^ Plus Micro Kit (Qiagen), as described by the supplier. Library preparation and Illumina sequencing were performed at the Ecole Normale Superieure genomics core facility (Paris, France). Briefly, messenger (polyA+) RNAs were purified from 300 ng of total RNA using oligo(dT). Libraries were prepared using the strand specific RNA-Seq library preparation TruSeq Stranded mRNA kit (Illumina). Libraries were multiplexed by 24 on two flowcells. A 75 bp single read sequencing was performed on a NextSeq 500 (Illumina). A mean of 36.7 ± 1.3 million passing Illumina quality filter reads was obtained for each of the 24 samples. The analyses were performed using the Eoulsan pipeline [93], including read filtering, mapping, alignment filtering, read quantification, normalization and differential analysis; before mapping, adapters were removed using Trim Galore! (Version 0.4.1) (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/, accessed on 12 October 2021), poly N read tails were trimmed, reads with ≤40 bases were removed, and reads with a quality of mean ≤30 were discarded. Reads were then aligned against the Homo sapiens genome from Ensembl version 91 using STAR (version 2.6.1b) [94]. Alignments from reads matching more than once on the reference genome were removed using the Java version of samtools [95]. To compute gene expression, Homo sapiens GTF genome annotation version 91 from the Ensembl database was used. All overlapping regions between alignments and referenced exons were counted and aggregated by genes using HTSeq-count 0.5.3 [96]. The sample counts were normalized using DESeq2 1.8.1 [97]. Statistical treatments and differential analyses were also performed using DESeq2 1.8.1. Finally, the hierarchical cluster plot was performed on normalized counts with the hcust function of the “stats” package of R 3.2.2 using the “complete” agglomeration method. The RNASeq gene expression data and raw fastq files are available on the GEO repository (www.ncbi.nlm.nih.gov/geo/, accessed on 12 October 2021) under accession number: GSE185055.

### 4.3. Quantitative Real Time PCR

Total RNA was extracted as described above using the RNeasy^®^ Plus Micro Kit (Qiagen). cDNA was prepared using RevertAid H Minus Reverse Transcriptase (ThermoFisher). Quantitative real-time PCR (qRT-PCR) was performed in duplicate using SYBR Green Gene Expression Assays (SensiFAST^TM^ SYBR^®^ No-Rox Kit Bioline). Reactions were analyzed with a Biorad CFX96 Touch Real-Time PCR machine at 62 °C for 40 cycles. Data were analyzed using the comparative threshold cycle 2^−ΔΔCt^ method [98]; the expression of 36B4 (RPL0) was used to normalize data. The expression of the genes was expressed as the fold change in the samples compared to HCEC-1CT cells; 2^−ΔΔCt^ calculation for three independent genes is available Table S5. All values are averages of at least four independent experiments done in duplicate. Gene specific primers, KiCqStart^®^ SYBR^®^ Green Primers, were purchased from Sigma Aldrich-Merck and are listed as follows. 

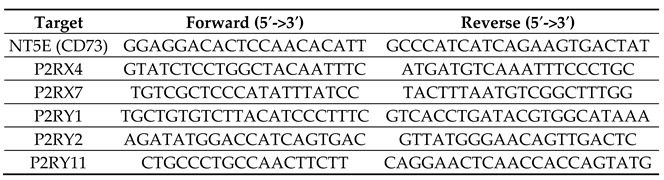

### 4.4. Cell Viability Assay

Cell viability was assessed by CellTiter Glo Luminescent Viability assay (Promega). At J0, 1500 cells were seeded in a white 96-well plate. At J1, cells were treated with ATP, ATPγS or adenosine at the indicated concentrations. After four days of treatment, a CellTiter Glo assay was performed as recommended by Promega. Luminescence was measured in a microplate reader, Infinite 200Pro (TECAN). All values are averages of at least three independent experiments done in duplicate. The IC50 values were calculated with the Graphpad Prism software using a nonlinear regression curve.

### 4.5. Spheroid Growth

Cells were seeded in a low attachment plate (Corning), specific for spheroid formation; 2000 cells were plated, and growth was assessed after eight days by microscopy (Evos, inverted microscope). Cells were treated after 24 h of culture with ATP (250 µM) and adenosine (250 µM). Image analysis was performed using ImageJ software to determine the area growth of the spheroids.

### 4.6. Cell Death Induction and Inhibition

At J0, 5 × 10^4^ cells were seeded in a 24-well plate with 500 µL of medium. At J1, medium was replaced by fresh pre-warmed medium complemented (or not) with the inhibitors QVD-Oph (pan-caspases inhibitor, 10 µM), Necrostatin-1 (RIPK1 inhibitor, 40 µM), MRS 2179 (competitive P2RY1 antagonist, 10 µM), AR-C 118925XX (competitive P2RY2 antagonist, 4 µM), FSK (adenylyl cyclase activator, 100 µM), DIP (non-selective phosphodiesterase inhibitor, 10 µM). After 30 min, cells were treated with ATP (250 µM), ATPγS (250 µM) or adenosine (250 µM) and left for 48 h. At J3, medium was collected in a tube. Cells were then washed with PBS, harvested with Accutase (Merck) and collected in the same tube. Cells were double stained with Annexin-V-APC (0.1 µg/mL; BD Biosciences) and propidium iodide (PI, 0.5 µg/mL) to assess phosphatidyl-serine (PS) exposure and cell viability, respectively. Cell death induction was recorded for the total population (10^4^ cells) in a cytoFLEX (Beckman Coulter) and data were analyzed using FlowJo software.

### 4.7. γ-H2AX Immunolabeling

At J0, 5 × 10^4^ cells were seeded in a 24-well plate with 500µL of medium. At J1, cells were treated with ATP (250µM) or adenosine (250µM) for 48 h. The DNA double stranded breaks (DSBs) formation was then assessed by the measurement of Ser-139 phosphorylation of the histone variant H2AX with an indirect labeling protocol. Cells were fixed and permeabilized by PFA (4%) and then ice-cold methanol, and labeled by the primary antibody anti-γ-H2AX (ab26350—Abcam, 1µg/10^6^ cells diluted in PBS-BSA 1%). Then, cells were incubated with an anti-mouse FITC-conjugated secondary antibody (concentration 1/250), and the signal was measured by flow cytometry using a cytoFLEX (Beckman coulter). Data were analyzed using FlowJo software and the percentage of γ-H2AX positive cells determined.

### 4.8. Cell Cycle Analysis

Cell cycle analysis was performed by using the APC BrdU Flow kit (BD biosciences). Briefly, 10^5^ cells were treated by ATP (250 µM) for 24 h and incubated with 10 µM bromodeoxyuridine (BrdU) for 1 h at 37 °C. Cells were then fixed and stained with an APC-conjugated anti-BrdU antibody and 7-aminoactinomycin D (7-AAD) according to the manufacturer’s instructions. Two-color flow cytometry was performed in a cytoFLEX (Beckman Coulter) and data analyzed to identify the percentage of cells actively synthesizing DNA (BrdU incorporation) and their cell cycle position (i.e., G0/1, S, or G2/M phase defined by 7-AAD staining intensities).

### 4.9. Measurement of Intracellular Calcium Concentrations

At J0, 8.10^4^ cells were seeded into a black 96-well plate with 200 µL of medium. At J1, cells were washed with HEPES-buffered saline (HBS) solution (145 mM NaCl, 5 mM KCl, 1 mM CaCl_2_, 1 mM MgCl_2_, 10 mM Glucose, 10 mM HEPES, pH 7.4) and loaded for 1 h at room temperature with 5 µM Fura2-AM and 0.05% Pluronic acid (ThermoFisher). The cells were then washed twice in HBS buffer and treated (or not) with MRS 2179 or AR-C 118925XX. Fluorescence emission was recorded at 510 nm on a microplate reader, Infinite 200pro (TECAN), after cell exposure to 340 and 380 nm wavelengths of exciting light. After 10 min of basal measurement, cells were exposed to either ATP (250 µM) or ionomycin (1 µM, positive control) and fluorescence recorded for 30 additional minutes. Signals were computed into the 340/380 nm excitation ratio to allow accurate measurements of the intracellular Ca^2+^ concentration. Data were normalized, with the mean values calculated for the first 10 min. All values are averages of four independent experiments done in duplicate.

### 4.10. cAMP Levels Measurement

Cyclic adenosine monophosphate (cAMP) cellular levels were assessed by cAMP Direct Immunoassay Detection Kit (Abcam). Briefly, at J0, 5.10^4^ cells were seeded into a 96-well plate. At J1, cells were treated (or not) with ATP (250 µM) for either 5 or 15 min. cAMP measurement was then performed according to the manufacturer’s instructions. Florescence (Ex/Em: 540/590 nm) was measured in a microplate reader Infinite 200Pro (TECAN). All values are averages of four independent experiments.

### 4.11. Statistical Analysis

Student’s *t*-test was performed using GraphPad Prism (GraphPad Software). Statistically significant *p*-values were indicated as follows: *: *p* ≤ 0.05, **: *p* ≤ 0.01, ***: *p* ≤ 0.001.

## Figures and Tables

**Figure 1:**
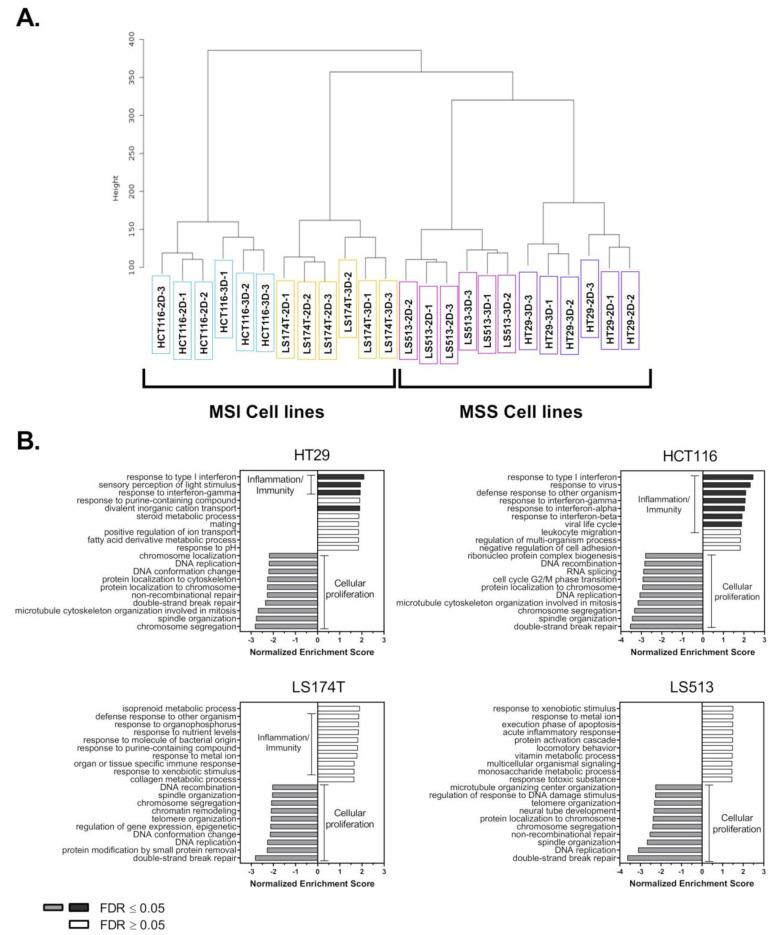
Transcriptomic analysis of colorectal cancer cell lines grown in 2D and 3D culture conditions. (**A**) CRC cell lines (HCT116, HT29, LS513 and LS174T) were cultured in 2D and 3D, RNA extracted and mRNA analyzed through RNA sequencing. Sample data (*n* = 3) were pooled and normalized to compute the cluster dendrogram shown in (**A**). (**B**) Gene set enrichment analysis (GSEA) was performed using the Geneontology, Biological process noRedundant database among the genes significantly overexpressed (Log2foldchange 2Dvs3D > 1) and downregulated (Log2foldchange 2Dvs3D < −0.5) in 3D vs. 2D culture conditions. The significantly enriched and reduced pathways are shown in (**B**).

**Figure 2:**
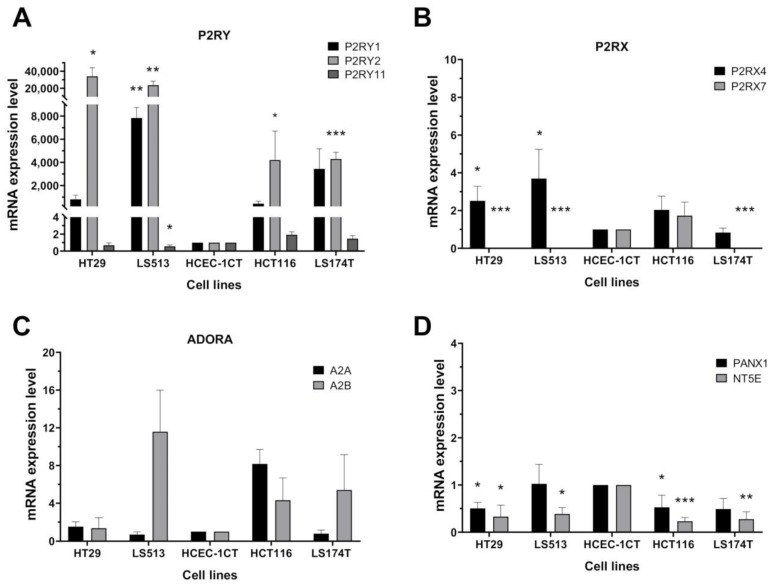
Transcriptional expression of purinergic receptors and ectonucleotidase coding genes in CRC cell lines. The mRNA expression levels for the indicated genes were measured in CRC (HT29, LS513, HCT116 and LS174T) and non-tumorigenic colonic (HCEC-1CT) cell lines (*n* = 4) grown in 2D by quantitative Real-Time PCR and the fold changes calculated by using the 2^−ΔΔCt^ method. Briefly, for each cell line, the mRNA expression levels of the housekeeping gene 36B4 (RPL0) were used an internal control to normalize gene expression. The difference between the Ct values (ΔCt) of the genes of interest and the housekeeping gene was then calculated for each experimental sample, and the difference in the ΔCt values between the experimental (CRC cells) and control (HCEC-1CT) samples ΔΔCt was calculated. Gene expression levels were expressed as the fold changes calculated for each CRC samples compared to the HCEC-1CT cells (2^−ΔΔC^). The mRNA expression of (**A**) ATP metabotropic P2Y receptors, (**B**) ATP ion channel P2X4 and P2X7 receptors, (**C**) adenosine ADORA receptors, and (**D**) the ectonucleotidase CD73 and ATP release hemichannel Pannexin-1 are shown. Data are expressed as the mean +/− SD. *p* values were calculated using Student’s paired *t*-test: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005.

**Figure 3:**
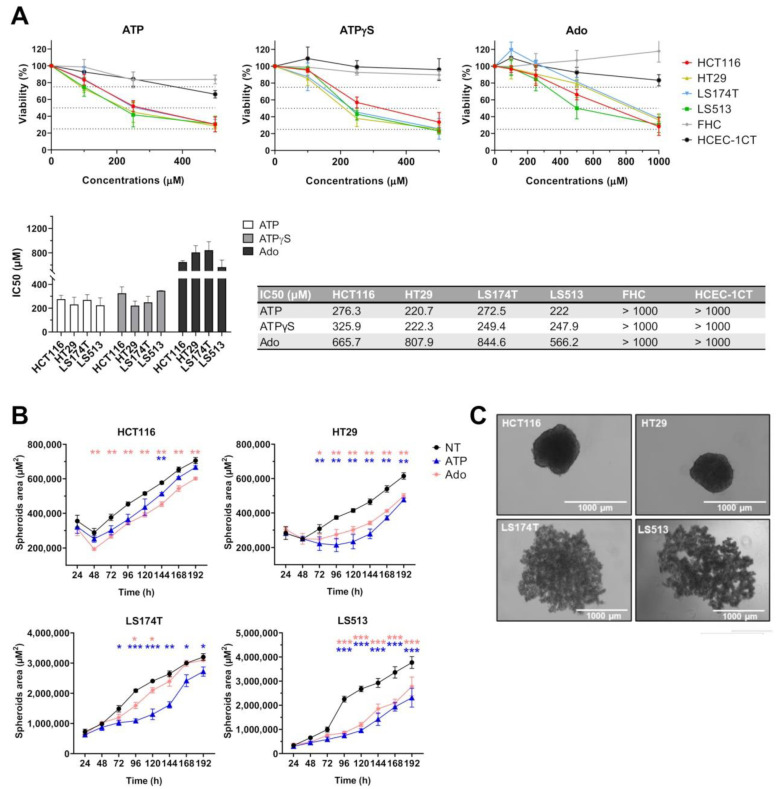
Effect of purine molecules on 2D cell viability and 3D spheroid growth. (**A**) CRC (HCT116, HT29, LS174T, LS513) and non-tumorigenic colonic (FHC, HCEC-1CT) cell lines were treated for four days with increasing concentrations of ATP, ATPγS and adenosine (Ado) (range 0–500 µM) and cell viability assessed by the CellTiter-Glo 2.0 assay (upper panels; *n* ≥ 3). IC50 mean values were calculated and are indicated in the lower panels (histograms and table). (**B**) 3D cell viability assay. CRC (HT29, HCT116, LS174T and LS513) carcinoma cells were cultured in 3D and then treated with 250 µM ATP or 250 µM adenosine (Ado). Growth kinetics was assessed by microscopy (daily pictures) and the area of each spheroid determined by ImageJ. Data are expressed as spheroid area mean +/− SD (*n* = 3); *p*-values were calculated using Student’s paired *t*-test: * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.005. (**C**) Representative images of untreated CRC spheroids taken after 96 h of culture in low attachment plate.

**Figure 4:**
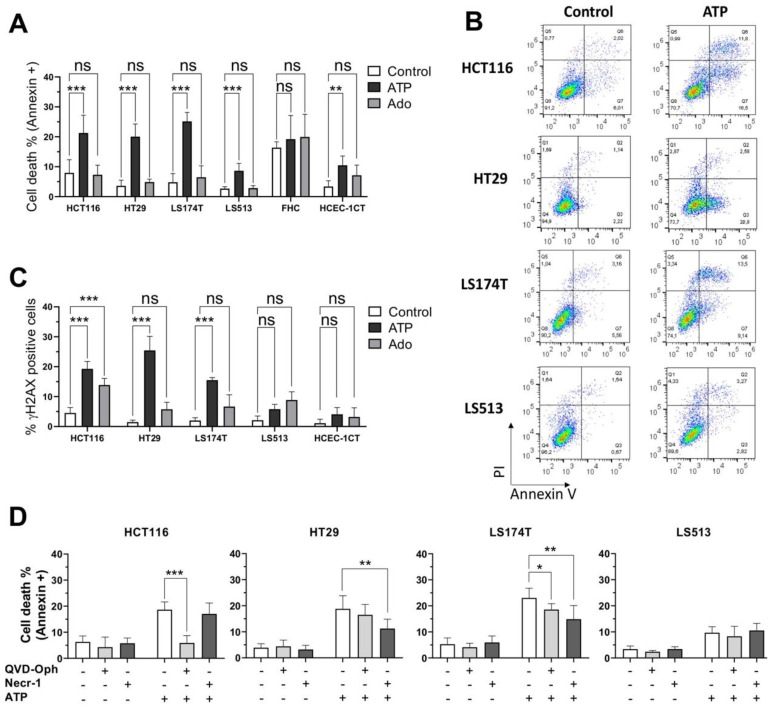
Cell type dependent cellular death processes induced by purine molecules. (**A**) CRC (HCT116, HT29, LS174T, LS513) and normal-like colonic (FHC, HCEC-1CT) cell lines were left untreated (Control) or incubated with 250 μM of either ATP or adenosine (Ado) for 48 h. The percentage of dead cells (Annexin V+) was determined by flow cytometry. Data are expressed as the mean +/− SD (*n* ≥ 3). SDs are indicated by error bars when they exceed symbol size. (**B**) Representative flow cytometry diagrams obtained for CRC cell lines treated or not treated with ATP (250 μM) for 48 h. (**C**) CRC (HCT116, HT29, LS174T, LS513) and normal-like colonic (HCEC-1CT) cell lines were left untreated (Control) or treated with 250 μM of either ATP or adenosine (Ado) for 48 h. The percentage of γ-H2AX positive cells was determined by flow cytometry. Data are expressed as the mean +/− SD (*n* ≥ 3). SDs are indicated by error bars when they exceed symbol size. (*n* = 3). (**D**) CRC (HCT116, HT29, LS174T, LS513) cells were treated (+) or not (−) for 30 min with the pan-caspase inhibitor QVD-Oph (10 µM) or the RIPK1 inhibitor Necrostatin-1 (Necr-1, 40 µM). Cells were then incubated with 250 µM ATP for 48 h. The percentage of dead cells (Annexin V+) was determined by flow cytometry. Data are expressed as the mean +/− SD (*n* ≥ 3). SDs are indicated by error bars when they exceed symbol size. In panels (**A**,**C**,**D**), *p* values were calculated using Student’s paired *t*-test (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

**Figure 5:**
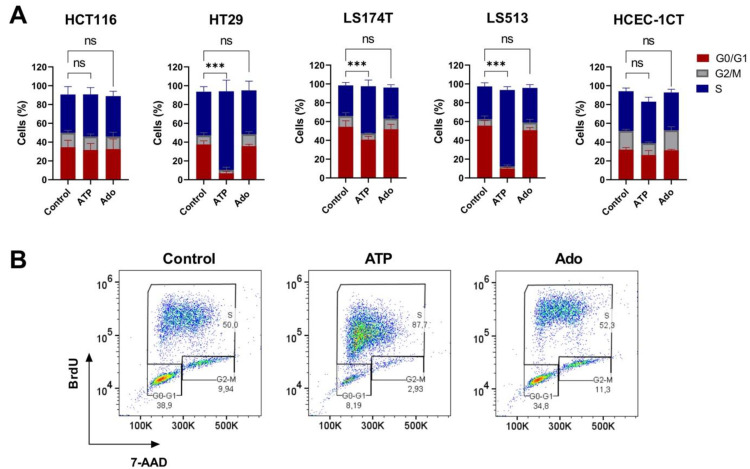
Cell cycle modulation in CRC cell lines induced by purine molecules. (**A**) CRC (HCT116, HT29, LS174T, LS513) and normal-like colonic (HCEC-1CT) cell lines were left untreated (Control) or incubated with 250 μM of either ATP or adenosine (Ado) for 24 h. Prior to flow cytometry analysis and 7-AAD labeling (DNA), living cells were pulse labeled with BrdU. The percentage of cells in the G0/G1, S and G2/M phases was quantified and expressed as a plot. Data are expressed as the mean +/− SD (*n* = 5); *p*-values were calculated using Student’s paired *t*-test (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001). (**B**) Representative flow cytometry diagrams for HT29 cells treated or not treated (control) with 250 µM of either ATP or adenosine (Ado). Percentages refer to HT29 cells in G0/G1, S or G2/M.

**Figure 6:**
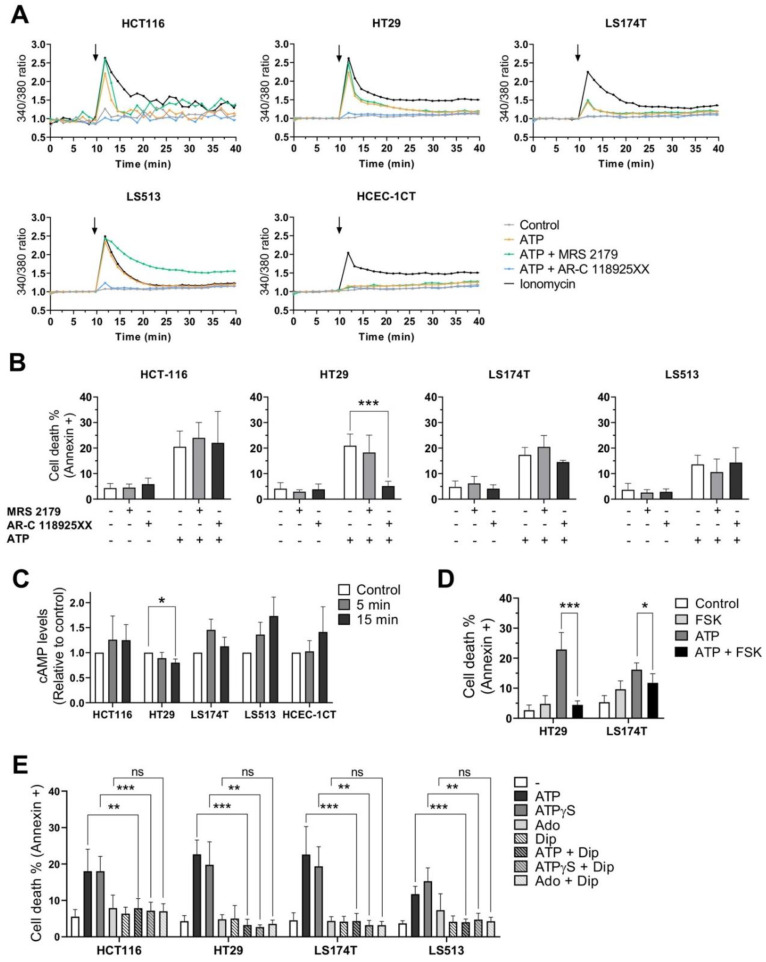
Ca^2+^ mobilization and cAMP levels modulation in CRC cell lines induced by purine molecules. (**A**) Intracellular Ca^2+^ mobilization measured by the Fura-2 AM dye in CRC (HCT116, HT29, LS174T, LS513) and non-tumorigenic colonic (HCEC-1CT) cells. Cells either were or were not pre-incubated with P2RY1 or P2RY2 inhibitors (MRS 2179, 10 µM and AR-C 118925XX, 4 µM, respectively). After 10 min, 250 µM ATP or 1 μM ionomycin (positive control) was added to our samples. Control means untreated cells (negative control). Arrows show the time of ATP/ionomycin injection. Data are expressed as the mean of four independent experiments. (**B**) CRC (HCT116, HT29, LS174T, LS513) cells were treated (+) or not (−) for 30 min with P2RY1 inhibitor (MRS 2179, 10 µM) or P2RY2 inhibitor (AR-C 118925XX, 4 µM). Cells were then incubated with 250 µM ATP for 48 h. The percentage of dead cells (Annexin V+) was determined by flow cytometry. Data are expressed as the mean +/− SD (*n* ≥ 3). (**C**) cAMP levels were measured in CRC and normal-like colonic cells treated or not (Control) for 5 or 15 min with 250 µM ATP. Data are expressed as the mean +/− SD (*n* = 4). (**D**) CRC (HT29, LS174T) cells were treated or not for 30 min with the Adenylyl cyclase activator (FSK, 100 µM) and then incubated with 250 µM ATP for 48 h. The percentage of dead cells (Annexin V+) was determined by flow cytometry. Data are expressed as the mean +/− SD (*n* = 4). (**E**) CRC (HCT116, HT29, LS174T, LS513) cells were treated or not for 30 min with Dipyridamole (Dip, 10 µM) and then incubated with either 250 µM ATP, 250 µM non-hydrolysable ATP (ATPγS) or 250 µM Adenosine (Ado) for 48 h. The percentage of dead cells (Annexin V+) was determined by flow cytometry. Data are expressed as the mean +/− SD (*n* ≥ 4). In panels B, D and E, *p* values were calculated using Student’s paired *t*-test; in panel C, *p*-values were calculated using the Mann–Whitney test (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001).

**Figure 7:**
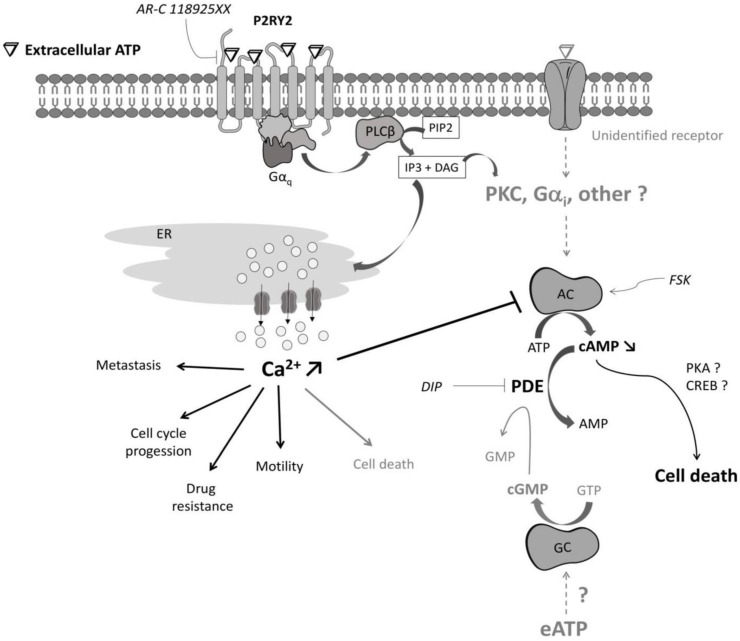
Model depicting how extracellular ATP might affect CRC cell viability. The tri-phosphorylated nucleotides P2Y2 receptor is overexpressed in CRC cells. In the presence of extracellular ATP (eATP), P2RY2 activation induces a rise of cytoplasmic Ca^2+^ which is fully abolished by the selective pharmacological inhibitor AR-C 118925XX. For HT29 cells, extracellular ATP, through its binding to P2RY2, phospholipase C activation and Ca^2+^ mobilization, leads to adenylyl cyclase (AC) inhibition and cAMP level decrease. Subsequently, the decrease in cAMP levels might impact PKA and/or CREB activities and modulate HT29 cell survival. Both the common activator of adenylyl cyclases, forskolin (FSK), and the non-selective phosphodiesterase (PDE) inhibitor, dipyridamole (DIP), can fully abolish the effects of extracellular ATP on HT29 cells. For HCT116, LS513 or LS174T cells, extracellular ATP also induces a rise of cytoplasmic Ca^2+^ through P2RY2 binding. However, Ca^2+^ mobilization does not impact cell viability. This suggests that P2RY2 activation might be involved in the modulation of other Ca^2+^-dependent pathways implicated in cancer progression. Besides its binding to P2RY2, extracellular ATP might act on HCT116, LS513 or LS174T cellular viability through its binding to as-yet unidentified purinergic receptors and the subsequent activation of downstream signaling pathways able to modulate adenylyl and/or guanylyl cyclase (GC) activity. DIP, by increasing both cAMP and cGMP levels, can fully abolish the effects of extracellular ATP on HCT116, LS513 and LS174T cell viability.

## Data Availability

The RNASeq gene expression data are available at www.ncbi.nlm.nih.gov/geo/ (accessed on 12 October 2021) under the accession number: GSE185055.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222111472/s1.

# Supplementary material for: Expression Pattern of Purinergic Signaling Components in Colorectal Cancer Cells and Differential Cellular Outcomes Induced by Extracellular ATP and Adenosine
**Source:** Int J Mol Sci. 2021 Oct 25;22(21):11472. doi: 10.3390/ijms222111472

## ***Supplemental information***

### ***Quantitative Real Time PCR***

As described in the main text of the manuscript, total RNA was extracted using the RNeasy® Plus Micro Kit (Qiagen), cDNA was prepared using RevertAid H Minus Reverse Transcriptase (ThermoFisher) and qRT-PCR was performed in duplicate using SYBR Green Gene Expression Assays (SensiFAST™ SYBR® No-Rox Kit Bioline). Data were analysed using the comparative threshold cycle method with 36B4 gene expression levels used for data normalization. Gene specific primers, KiCqStart® SYBR® Green Primers, were purchased from Sigma Aldrich-Merck and are listed thereafter:

| Target | Forward (5'→3')        | Reverse (5'→3')        |
|--------|------------------------|------------------------|
| CD39   | CTTGTGCTATGGGAAGGATCAG | GCATGGGTCCCTGAGAATTT   |
| P2RX1  | CCTAAGAGGCACTACTACAAG  | ATCAGGATGTCCTCATGTTC   |
| P2RX2  | CCTCTGTCAGCCAATTC      | ATTTGGGGTAGTGGATGC     |
| P2RX6  | CAGAACTTCACACTGTTCATC  | GGCTGAATTGTGGTTCATAG   |
| P2RY4  | AGGGAACCCAATAGTGATAC   | GAGTAGAAGATTGGCATTGG   |
| P2RY12 | AAGAGCACTCAAGACTTTAC   | GGGTTTGAATGTATCCAGTAAG |
| P2RY13 | ACAGAGAGAACTGAGTATCC   | CACAGAGCCAAAGTATTCAG   |

# Supplementary table S1

**Expression levels of selected genes involved in purinergic signaling:** HT29 cells were grown in either 2D or 3D culture conditions and gene expression levels determined through RNA sequencing as described in the main core of the manuscript. Boxed lines indicate the genes consistently expressed in all the CRC cell lines tested.

|                  |                 | Counts 2D | Counts 3D | Log2foldchange<br>2Dvs3D | pvalue      |
|------------------|-----------------|-----------|-----------|--------------------------|-------------|
| ENTPD1<br>(CD39) | ENSG00000138185 | 0,583     | 0,708     | 0,17241803               | 0,865473277 |
| NT5E<br>(CD73)   | ENSG00000135318 | 268,250   | 162,500   | -0,91419885              | 2,01149E-07 |
| PANX1            | ENSG00000110218 | 101,833   | 103,000   | -0,21249751              | 0,247035108 |
| P2RX1            | ENSG00000108405 | 0,042     | 0,542     | 2,82761758               | 0,006551099 |
| P2RX2            | ENSG00000187848 | 0,000     | 0,000     |                          |             |
| P2RX3            | ENSG00000109991 | 0,000     | 0,000     |                          |             |
| P2RX4            | ENSG00000135124 | 21,458    | 64,375    | 1,33932901               | 6,98108E-14 |
| P2RX5            | ENSG00000083454 | 0,250     | 0,042     | -1,31357412              | 0,065296492 |
| P2RX6            | ENSG00000099957 | 2,500     | 6,417     | 1,15510213               | 0,00772777  |
| P2RX7            | ENSG00000089041 | 0,083     | 0,042     | -0,4427451               | 0,659749943 |
| P2RY1            | ENSG00000169860 | 6,667     | 5,375     | -0,58119221              | 0,077381602 |
| P2RY2            | ENSG00000175591 | 119,417   | 133,042   | -0,0722265               | 0,704047614 |
| P2RY4            | ENSG00000186912 | 0,000     | 0,000     |                          |             |
| P2RY6            | ENSG00000171631 | 0,083     | 0,125     | 0,12065394               | 0,934306669 |
| P2RY11           | ENSG00000244165 | 36,292    | 48,625    | 0,19078382               | 0,446042779 |
| P2RY12           | ENSG00000169313 | 0,000     | 0,000     |                          |             |
| P2RY13           | ENSG00000181631 | 0,000     | 0,000     |                          |             |
| P2RY14           | ENSG00000174944 | 0,000     | 0,000     |                          |             |
| A1               | ENSG00000163485 | 0,083     | 0,250     | 0,62790844               | 0,452658535 |
| A2A              | ENSG00000128271 | 1,292     | 1,667     | 0,1479647                | 0,789833651 |
| A2B              | ENSG00000170425 | 29,875    | 28,042    | -0,31886031              | 0,022922839 |
| A3               | ENSG00000282608 | 0,000     | 0,083     |                          |             |

Total counts 2D 3329252,79

Total counts 3D 3968994,54

## Supplementary table S2

**Expression levels of selected genes involved in purinergic signaling:** LS513 cells were grown in either 2D or 3D culture conditions and gene expression levels determined through RNA sequencing as described in the main core of the manuscript. Boxed lines indicate the genes consistently expressed in all the CRC cell lines tested.

|                  |                 | Counts 2D | Counts 3D | Log2foldchange<br>2Dvs3D | pvalue      |
|------------------|-----------------|-----------|-----------|--------------------------|-------------|
| ENTPD1<br>(CD39) | ENSG00000138185 | 0,042     | 0,042     | 0,27594853               | 0,679040738 |
| NT5E<br>(CD73)   | ENSG00000135318 | 176,042   | 118,708   | -0,39115783              | 0,015786378 |
| PANX1            | ENSG00000110218 | 109,833   | 90,083    | -0,11401145              | 0,626998453 |
| P2RX1            | ENSG00000108405 | 0,208     | 1,167     | 2,61257177               | 0,001459872 |
| P2RX2            | ENSG00000187848 | 0,000     | 0,000     |                          |             |
| P2RX3            | ENSG00000109991 | 0,000     | 0,042     | 1,47749557               | 0,614491146 |
| P2RX4            | ENSG00000135124 | 56,750    | 106,500   | 1,08213624               | 9,24759E-12 |
| P2RX5            | ENSG00000083454 | 0,000     | 0,000     |                          |             |
| P2RX6            | ENSG00000099957 | 4,042     | 4,667     | 0,48401614               | 0,187739029 |
| P2RX7            | ENSG00000089041 | 0,042     | 0,000     |                          |             |
| P2RY1            | ENSG00000169860 | 76,458    | 56,375    | -0,28829386              | 0,210654481 |
| P2RY2            | ENSG00000175591 | 59,458    | 90,500    | 0,76920493               | 1,03808E-08 |
| P2RY4            | ENSG00000186912 | 0,042     | 0,083     | 0,2547531                | 0,819025089 |
| P2RY6            | ENSG00000171631 | 0,042     | 0,000     | -0,22993798              | 0,791807641 |
| P2RY11           | ENSG00000244165 | 37,958    | 39,333    | 0,22918604               | 0,221955153 |
| P2RY12           | ENSG00000169313 | 0,000     | 0,000     |                          |             |
| P2RY13           | ENSG00000181631 | 0,000     | 0,000     |                          |             |
| P2RY14           | ENSG00000174944 | 0,000     | 0,000     |                          |             |
| A1               | ENSG00000163485 | 0,083     | 0,000     | -0,40337452              | 0,480024752 |
| A2A              | ENSG00000128271 | 0,333     | 0,625     | 0,79351517               | 0,109065557 |
| A2B              | ENSG00000170425 | 247,958   | 229,458   | 0,06367985               | 0,505226793 |
| A3               | ENSG00000282608 | 0,000     | 0,000     |                          |             |

Total counts 2D 3994063,12

Total counts 3D 3911649,67

### Supplementary table S3

**Expression levels of selected genes involved in purinergic signaling:** HCT116 cells were grown in either 2D or 3D culture conditions and gene expression levels determined through RNA sequencing as described in the main core of the manuscript. Boxed lines indicate the genes consistently expressed in all the CRC cell lines tested.

|                  |                 | Counts 2D | Counts 3D | Log2foldchange<br>2Dvs3D | pvalue      |
|------------------|-----------------|-----------|-----------|--------------------------|-------------|
| ENTPD1<br>(CD39) | ENSG00000138185 | 0,833     | 0,625     | -0,01075877              | 0,993151258 |
| NT5E<br>(CD73)   | ENSG00000135318 | 131,750   | 211,375   | 0,78465174               | 1,72066E-05 |
| PANX1            | ENSG00000110218 | 139,000   | 110,167   | -0,19321148              | 0,32554193  |
| P2RX1            | ENSG00000108405 | 0,000     | 0,000     |                          |             |
| P2RX2            | ENSG00000187848 | 0,000     | 0,000     |                          |             |
| P2RX3            | ENSG00000109991 | 0,000     | 0,083     |                          |             |
| P2RX4            | ENSG00000135124 | 41,458    | 70,500    | 0,89850821               | 5,98902E-07 |
| P2RX5            | ENSG00000083454 | 69,458    | 59,750    | -0,08944247              | 0,606801488 |
| P2RX6            | ENSG00000099957 | 0,083     | 0,625     | 1,97177013               | 0,003244549 |
| P2RX7            | ENSG00000089041 | 7,792     | 7,042     | -0,03147187              | 0,962904477 |
| P2RY1            | ENSG00000169860 | 10,792    | 5,167     | -0,89983104              | 0,00419208  |
| P2RY2            | ENSG00000175591 | 21,667    | 17,333    | -0,17668704              | 0,422941595 |
| P2RY4            | ENSG00000186912 | 0,125     | 0,208     | 0,26723185               |             |
| P2RY6            | ENSG00000171631 | 0,958     | 0,750     | -0,09958365              | 0,948214301 |
| P2RY11           | ENSG00000244165 | 97,333    | 106,625   | 0,25908546               | 0,292485259 |
| P2RY12           | ENSG00000169313 | 0,000     | 0,000     |                          |             |
| P2RY13           | ENSG00000181631 | 0,000     | 0,000     |                          |             |
| P2RY14           | ENSG00000174944 | 0,042     | 0,000     |                          |             |
| A1               | ENSG00000163485 | 26,917    | 21,917    | -0,15445415              | 0,656069292 |
| A2A              | ENSG00000128271 | 25,667    | 19,250    | -0,25731977              | 0,430194994 |
| A2B              | ENSG00000170425 | 176,917   | 193,667   | 0,26508206               | 0,02426093  |
| A3               | ENSG00000282608 | 0,000     | 0,000     |                          |             |

Total counts 2D 3868643,00

Total counts 3D 3805645,62

# Supplementary table S4

**Expression levels of selected genes involved in purinergic signaling:** LS174T cells were grown in either 2D or 3D culture conditions and gene expression levels determined through RNA sequencing as described in the main core of the manuscript. Boxed lines indicate the genes consistently expressed in all the CRC cell lines tested.

|                  |                 | Counts 2D | Counts 3D | Log2foldchange<br>2Dvs3D | pvalue     |
|------------------|-----------------|-----------|-----------|--------------------------|------------|
| ENTPD1<br>(CD39) | ENSG00000138185 | 0,292     | 0,625     | 0,73792444               | 0,42963845 |
| NT5E<br>(CD73)   | ENSG00000135318 | 200,250   | 153,708   | -0,23863167              | 0,27297981 |
| PANX1            | ENSG00000110218 | 97,375    | 77,875    | -0,19119169              | 0,33789564 |
| P2RX1            | ENSG00000108405 | 0,000     | 0,000     |                          |            |
| P2RX2            | ENSG00000187848 | 0,000     | 0,000     |                          |            |
| P2RX3            | ENSG00000109991 | 0,042     | 0,000     |                          |            |
| P2RX4            | ENSG00000135124 | 26,667    | 35,167    | 0,5777736                | 0,00469974 |
| P2RX5            | ENSG00000083454 | 54,708    | 43,292    | -0,18892671              | 0,23265389 |
| P2RX6            | ENSG00000099957 | 1,083     | 1,208     | 0,48511635               | 0,43616165 |
| P2RX7            | ENSG00000089041 | 0,042     | 0,083     | 0,11610692               | 0,92498638 |
| P2RY1            | ENSG00000169860 | 41,333    | 24,583    | -0,62297166              | 0,0344497  |
| P2RY2            | ENSG00000175591 | 16,875    | 15,167    | -0,00901346              | 0,97649341 |
| P2RY4            | ENSG00000186912 | 0,167     | 0,042     |                          |            |
| P2RY6            | ENSG00000171631 | 0,000     | 0,042     |                          |            |
| P2RY11           | ENSG00000244165 | 87,375    | 89,583    | 0,18700387               | 0,46940936 |
| P2RY12           | ENSG00000169313 | 0,000     | 0,000     |                          |            |
| P2RY13           | ENSG00000181631 | 0,000     | 0,000     |                          |            |
| P2RY14           | ENSG00000174944 | 0,000     | 0,000     |                          |            |
| A1               | ENSG00000163485 | 0,292     | 0,375     | 0,36013038               | 0,67439652 |
| A2A              | ENSG00000128271 | 0,750     | 0,667     | 0,0261776                | 0,97511343 |
| A2B              | ENSG00000170425 | 194,708   | 184,625   | 0,06708552               | 0,64613996 |
| A3               | ENSG00000282608 | 0,000     | 0,000     |                          |            |

Total counts 2D 3867423,12

Total counts 3D 3807228,46

### Supplementary table S5

**Transcriptional expression levels of 3 independent genes (A, NT5E; B, PANX1; C, P2Y2) measured by quantitative Real-Time PCR in CRC (HT29, LS513, HCT116 and LS174T) and non-tumorigenic colonic (HCEC-1CT) cell lines (n =4) grown in 2D. Fold changes were calculated by using the  $2^{-\Delta\Delta Ct}$  method. Briefly, for each cell line, the mRNA expression levels of the housekeeping gene 36B4 (RPL0) were used as an internal control to normalize gene expression levels. The difference between the Ct values ( $\Delta Ct$ ) of the genes of interest and the housekeeping gene was then calculated for each experimental sample and the difference in the  $\Delta Ct$  values between the experimental (CRC cells) and control (HCEC-1CT) samples  $\Delta\Delta Ct$  calculated. Relative gene expression levels were expressed as the fold changes calculated for each CRC samples compared to the HCEC-1CT cells (equal to  $2^{-\Delta\Delta Ct}$ ).**

*All Ct values are averages of at least 4 independent experiments done in duplicate.*

#### (A)

| Cell lines | Genes | Ct     | $\Delta Ct = Ct \text{ gene of interest} - Ct \text{ housekeeping gene}$ | $\Delta\Delta Ct = \Delta Ct \text{ cells of interest} - \Delta Ct \text{ control HCEC1-CT cells}$ | Fold changes = $2^{-\Delta\Delta Ct}$ |
|------------|-------|--------|--------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|---------------------------------------|
| HCT116     | NT5E  | 20,04  | 6,56                                                                     | 2,095                                                                                              | 0,234068062                           |
| HT29       |       | 19,62  | 6,07                                                                     | 1,605                                                                                              | 0,32873569                            |
| LS513      |       | 18,92  | 5,25                                                                     | 0,785                                                                                              | 0,580351957                           |
| LS174T     |       | 19,491 | 6,361                                                                    | 1,896                                                                                              | 0,268687293                           |
| HCEC-1CT   |       | 17,515 | 4,465                                                                    | 0                                                                                                  | 1                                     |
| HCT116     | RPL0  | 13,48  |                                                                          |                                                                                                    |                                       |
| HT29       |       | 13,55  |                                                                          |                                                                                                    |                                       |
| LS513      |       | 13,67  |                                                                          |                                                                                                    |                                       |
| LS174T     |       | 13,13  |                                                                          |                                                                                                    |                                       |
| HCEC-1CT   |       | 13,05  |                                                                          |                                                                                                    |                                       |

**(B)**

| Cell lines | Genes        | Ct      | $\Delta Ct = Ct \text{ gene of interest} - Ct \text{ housekeeping gene}$ | $\Delta\Delta Ct = \Delta Ct \text{ cells of interest} - \Delta Ct \text{ control HCEC1-CT cells}$ | Fold changes = $2^{-\Delta\Delta Ct}$ |
|------------|--------------|---------|--------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|---------------------------------------|
| HCT116     | <b>PANX1</b> | 19,14   | 6,12                                                                     | 0,712                                                                                              | 0,610473256                           |
| HT29       |              | 19,35   | 5,98                                                                     | 0,572                                                                                              | 0,672683604                           |
| LS513      |              | 19,25   | 5,4975                                                                   | 0,0895                                                                                             | 0,939848419                           |
| LS174T     |              | 19,4525 | 6,3725                                                                   | 0,9645                                                                                             | 0,512455984                           |
| HCEC-1CT   |              | 17,748  | 5,408                                                                    | 0                                                                                                  | 1                                     |
| HCT116     | <b>RPL0</b>  | 13,02   |                                                                          |                                                                                                    |                                       |
| HT29       |              | 13,37   |                                                                          |                                                                                                    |                                       |
| LS513      |              | 13,7525 |                                                                          |                                                                                                    |                                       |
| LS174T     |              | 13,08   |                                                                          |                                                                                                    |                                       |
| HCEC-1CT   |              | 12,34   |                                                                          |                                                                                                    |                                       |

**(C)**

| Cell lines | Genes       | Ct     | $\Delta Ct = Ct \text{ gene of interest} - Ct \text{ housekeeping gene}$ | $\Delta\Delta Ct = \Delta Ct \text{ cells of interest} - \Delta Ct \text{ control HCEC1-CT cells}$ | Fold changes = $2^{-\Delta\Delta Ct}$ |
|------------|-------------|--------|--------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------|---------------------------------------|
| HCT116     | <b>P2Y2</b> | 24,425 | 10,705                                                                   | -11,775                                                                                            | 3504,517225                           |
| HT29       |             | 20,9   | 7,46                                                                     | -15,02                                                                                             | 33225,42423                           |
| LS513      |             | 21,88  | 8,1                                                                      | -14,38                                                                                             | 21321,18496                           |
| LS174T     |             | 23,64  | 10,31                                                                    | -12,17                                                                                             | 4608,239553                           |
| HCEC-1CT   |             | 35,17  | 22,48                                                                    | 0                                                                                                  | 1                                     |
| HCT116     | <b>RPL0</b> | 13,72  |                                                                          |                                                                                                    |                                       |
| HT29       |             | 13,44  |                                                                          |                                                                                                    |                                       |
| LS513      |             | 13,78  |                                                                          |                                                                                                    |                                       |
| LS174T     |             | 13,33  |                                                                          |                                                                                                    |                                       |
| HCEC-1CT   |             | 12,69  |                                                                          |                                                                                                    |                                       |

### Supplementary Figure S1

**Correlation of gene expression levels assessed on extracts prepared from cells grown in 2D through RNA sequencing (Counts, Y axis) and qRTPCR (Ct values, X axis).**

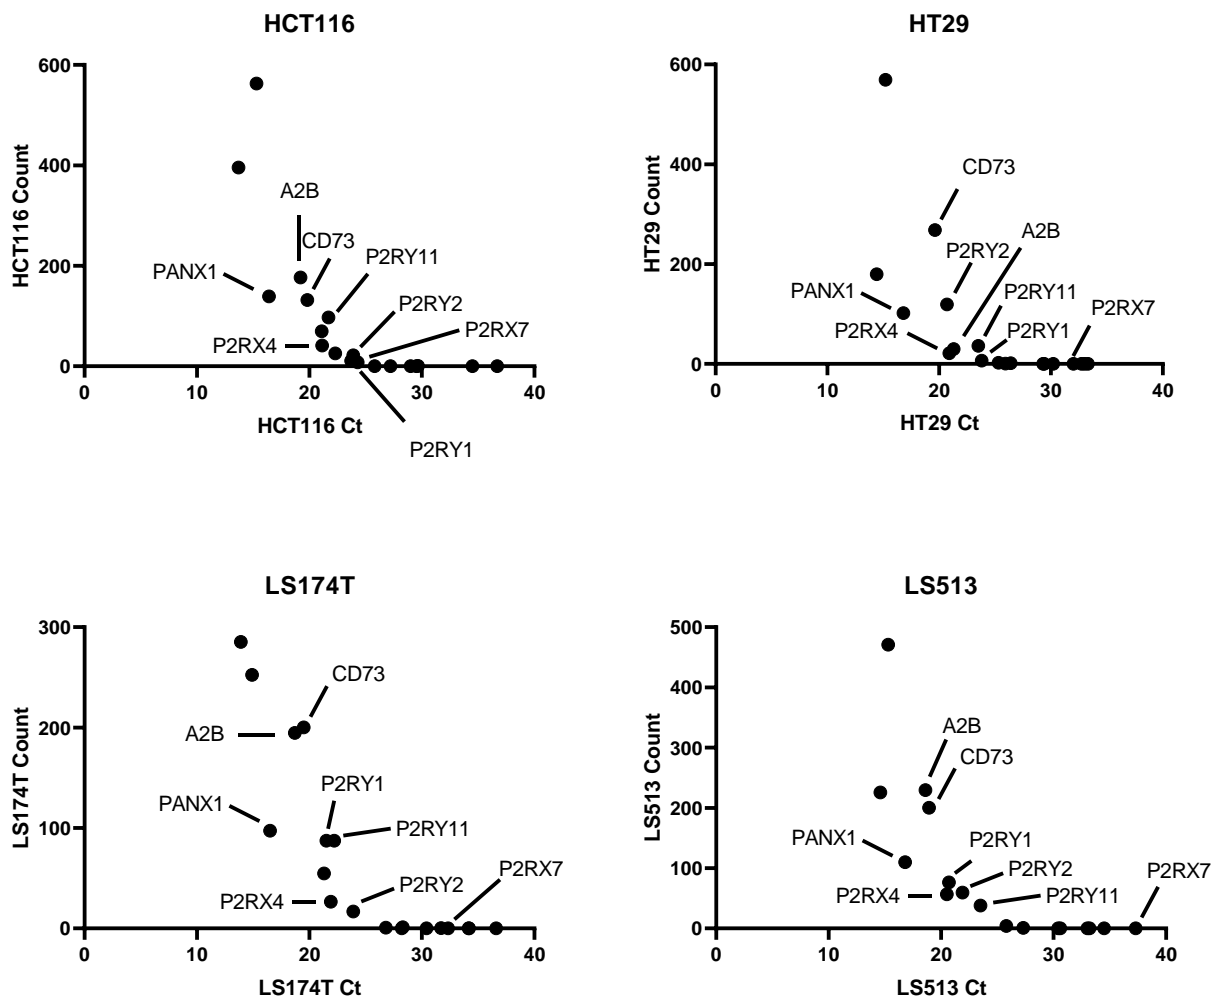

Supplementary Figure S2

**Effect of purine molecules on 2D cell viability.** CRC (HCT116, LS513, HT29, LS174T) and non-tumorigenic colonic (FHC, HCEC-1CT) cell lines were treated for 4 days with increasing concentrations of ATP, ATP $\gamma$ S and adenosine (range 0-1000  $\mu$ M) and cell viability assessed by the MTT assay (upper panels;  $n \geq 3$ ). IC50 mean values were calculated and are indicated in the lower panels (histograms and table).

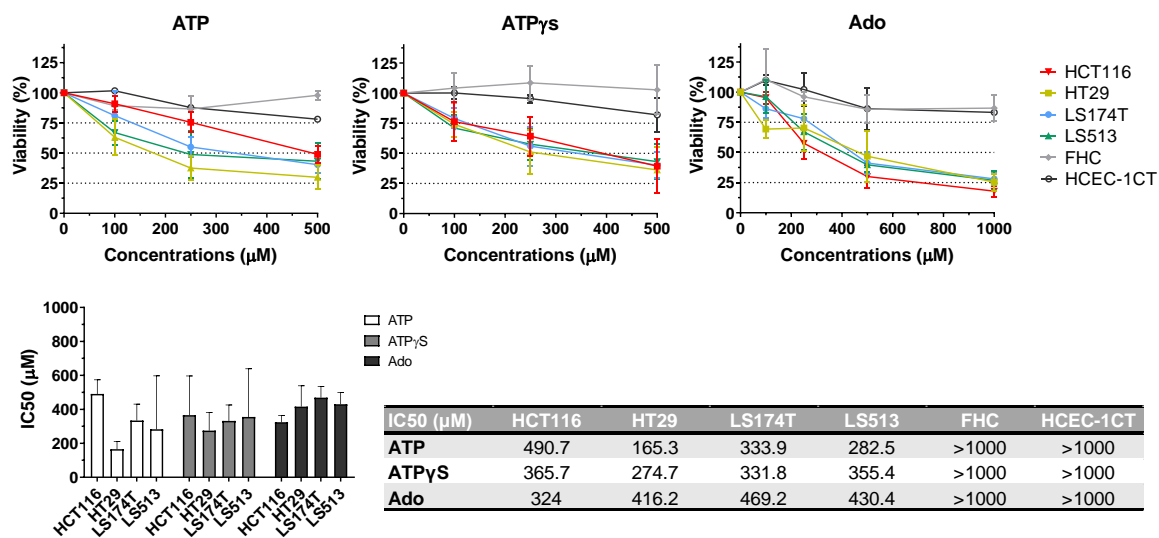

### Supplementary Figure S3

**Effect of purine molecules on Cell cycle progression.** (A) Flow cytometry cell cycle analysis carried out on CRC cell lines treated by ATP (250 $\mu$ M – 24h) or Adenosine (250 $\mu$ M – 24h) by BrdU and 7-AAD (DNA content) co-labeling. On this graph, only the percentage of cells in S phase is represented. (B) Flow cytometry representative diagrams obtained after treatment of LS174T cells with ATP (250 $\mu$ M), Adenosine (250 $\mu$ M) or left untreated for 24h and then labeled with BrdU and 7-AAD (DNA content). (C) Flow cytometry representative diagrams obtained after treatment of HT29 cells with ATP (250 $\mu$ M), Adenosine (250 $\mu$ M) or left untreated for 24h and then labeled with BrdU and 7-AAD (DNA content).

**A**

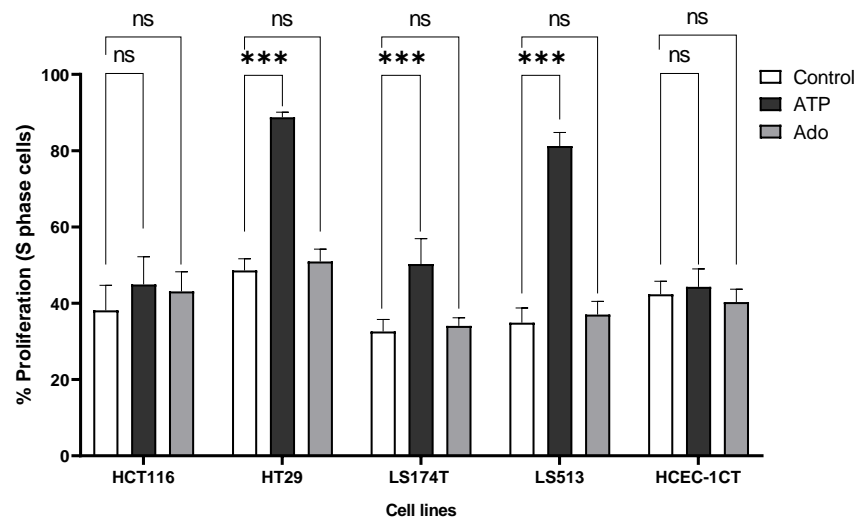

**B**

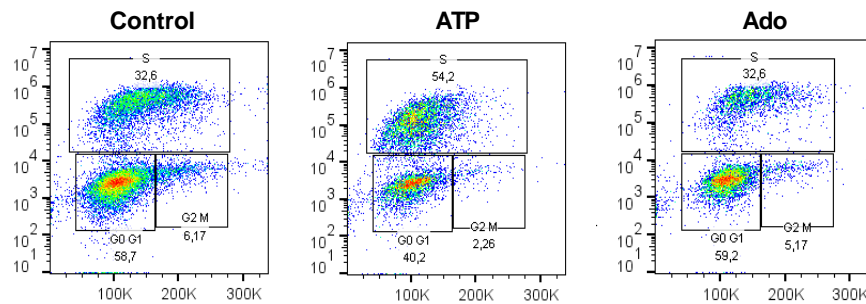

**C**

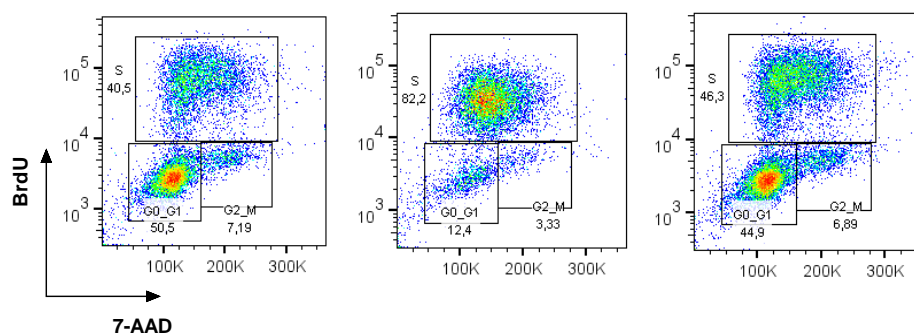

### Supplementary Figure S4

**Effect of the AR-C 118925XX competitive P2RY2 receptor antagonist on ATP anticancer activity.** HT29 and HCEC-1CT cell lines were treated for 4 days with increasing concentrations of ATP (range 0-1000  $\mu$ M) in presence or not of 4  $\mu$ M AR-C 118925XX. Cell viability was assessed by the CellTiter-Glo 2.0 assay. Data are expressed as mean  $\pm$  SD ( $n = 3$ ). SDs are indicated by error bars when they exceed symbol size.

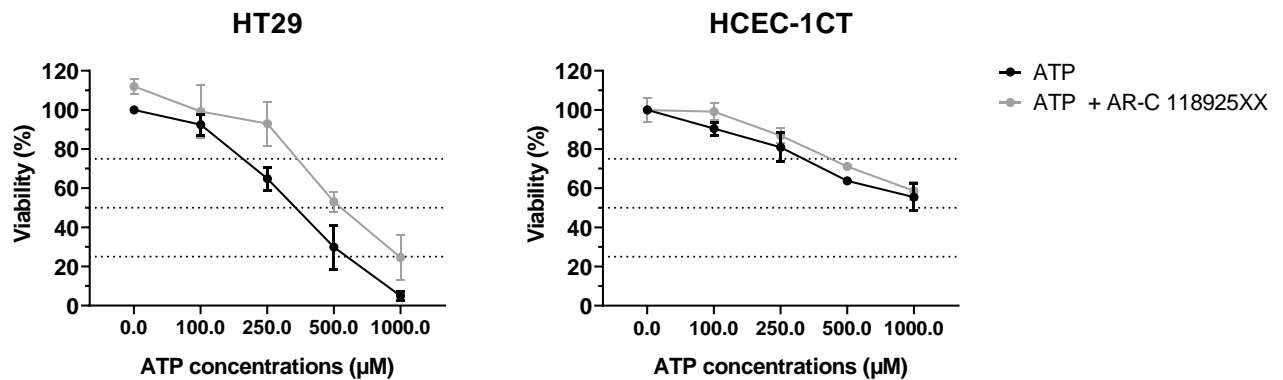

**Supplementary Figure S5**

**Effect of Forskolin on cAMP levels in CRC cells.** CRC (HCT116, HT29, LS174T, LS513) and normal-like colonic (HCEC-1T) cells were treated or not for 15 minutes with the Adenylyl cyclase activator (FSK, 100  $\mu$ M) and cAMP levels determined by the cAMP Direct Immunoassay Detection Kit (Abcam).

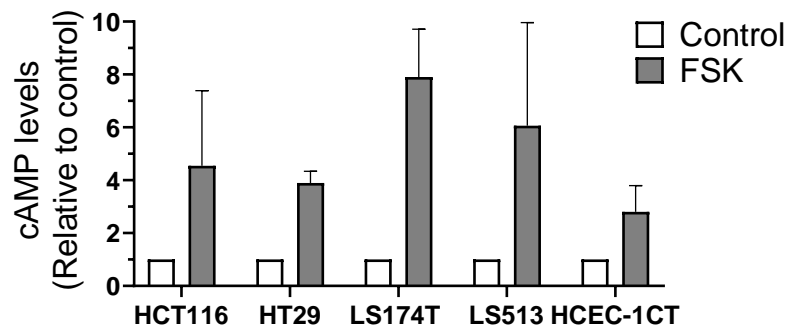

### Supplementary Figure S6

**Effect of Forskolin on ATP anticancer activity.** CRC (HCT116, LS513) cells were treated or not for 30 minutes with the Adenylyl cyclase activator (FSK, 100  $\mu$ M) and then incubated with 250  $\mu$ M ATP for 48 hours. The percentage of dead cells (Annexin V+) was determined by flow cytometry. Data are expressed as mean  $\pm$  SD ( $n = 4$ ).

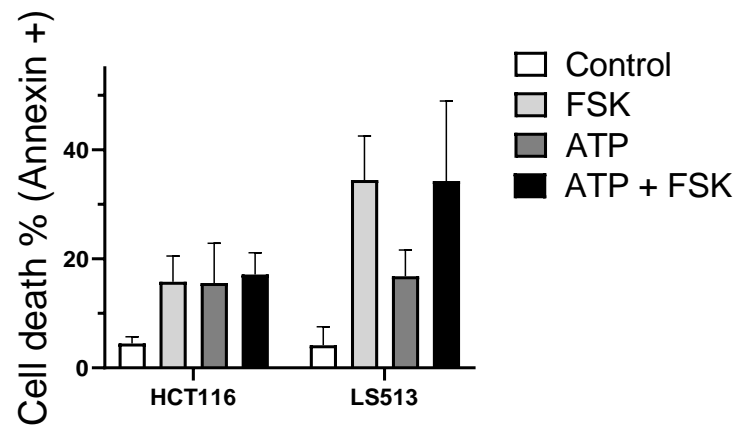

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

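RNA sequencing was done on 24 libraries from the CRC cell lines HT29, LS513, HCT116 and LS174T, each grown in 2D and in 3D with 3 libraries per growth condition. The authors deposited raw counts per gene for each technical replicate, made by trimming and filtering the reads, aligning them with STAR, removing reads that aligned more than once and counting with HTSeq-count, with no normalization. The paper states that the libraries were strand specific and that every overlap between alignments and exons was counted and aggregated by gene, and its text does not name the options of HTSeq-count. There were 8 technical replicates per library, except for 1 library of HT29 grown in 3D, for which 7 were used and 1 was not analysed here. Technical replicates were summed. Library totals were between 18723942 and 34277421 counts, so the floor of 3 counts is between 0.0875 and 0.160 CPM before TMM scaling. Wilson intervals at 95% cover counting error only.

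Cell line, growth condition and replicate number were taken from the sample labels. The replicates of HT29 grown in 3D are numbered differently from those grown in 2D, so that line shares 2 numbers between growth conditions and the others share 3. The labels do not say whether equal numbers mark cultures handled together, so the main comparisons use no pairing, and a block of line and replicate number is an alternative.

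The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr, which kept 19387, and TMM normalization and a robust quasi-likelihood fit of all 24 libraries with 1 coefficient for each of the 8 groups were used. The 3D and 2D libraries of each line were compared, p-values were adjusted by the Benjamini-Hochberg method, and genes past an adjusted p of 0.05 with a log2 fold change under -0.5 or over 1.5 were counted. The growth effect was compared between lines by an interaction test, and expression was compared between lines over both growth conditions. Lists of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 and with fgsea 1.28.0. The S and G2/M phase lists come from the Seurat package and the others were written by hand. The Gene Ontology terms of the paper's enrichment were not used here. Clustering used complete linkage on Euclidean distances of log2 normalized counts with a pseudocount of 1. Positions and overlaps come from GENCODE 29 on GRCh38.

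Genes are named by a rule set in advance: the 22 genes of Tables S1-S4 with RPLP0 and the genes that overlap them, the 2 genes with the largest increase and the 2 with the largest decrease in each line among those with an adjusted p under 0.05, at least 1 CPM in the higher group and no overlap between libraries, the tested gene with the smallest p in each of the cell proliferation, interferon and inflammatory lists in each line, MKI67 and the genes the paper names. Genes of the hypoxia and cholesterol lists were chosen after their values were seen.

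The pipeline was tested on simulated data with 200 changed genes in HT29. edgeR called 186 of them (93%) with 11 false calls and none in the other lines. DESeq2 called 191 with 26 false calls, and camera found the changed list with 2 false calls. The changed genes were taken from those above a minimum average expression. Simulated genes were drawn independently of each other, so this run cannot show how the list tests behave when genes are correlated. Alternatives were the size factors of DESeq2, all genes with at least 1 count, a replicate block, leaving out technical replicate d, fitting only the 6 libraries of a line, DESeq2 1.42.0 with and without its fold change prior, technical replicates as samples, other cutoffs, an estimated inter-gene correlation, other transformations and distances for the clustering, and leaving out each library in turn. Splits of the libraries other than by growth condition were compared with the real one, which is 1 of 10 splits per line and 1 of the 4 that part as many same-numbered pairs, and 100 joint regroupings over the 4 lines.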

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

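The tests of GC content, gene length and expression level, of unequal depth and of a few genes taking most of the counts were chosen after the results were seen, as were the regroupings for the line differences of the cell proliferation, cholesterol, chromosome segregation, G2/M and hypoxia lists. The gene lists, the comparison of HCT116 and HT29 with LS174T and LS513 and the other regroupings were chosen before the data were examined. With groups of 3 libraries, single libraries were not tested for distance from the others.

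The response to 3D growth differed between lines for NT5E, with 1.78 on the log2 scale between HCT116 and HT29, for P2RY2 with 0.96 between LS513 and HCT116, for P2RX4 with 0.76 between HT29 and LS174T and for ADORA2B with 0.59 between HCT116 and HT29. After correction for GC content, gene length and expression level the differences were 1.77 for NT5E, 1.080 for P2RY2, 0.56 for P2RX4 and 0.61 for ADORA2B. At equal depth they were 1.77, 0.88, 0.77 and 0.60 in the same order. With scaling factors computed without the 100 genes with most counts they were 1.73, 0.98, 0.79 and 0.54. None of these steps removed a difference. No p-value was computed after the first step, where the P2RX4 difference had a standard error of 0.23. For P2RX4 and ADORA2B the interaction was weak (list-adjusted p of 0.035 and 0.019), and 3314 of the 19387 tested genes had a growth effect that differed between lines. HCT116 was cultured in another medium than the other lines, so its own effects cannot be told apart from the medium. The lines that share a medium also differed, with P2RY2 at 0.77 in LS513, -0.10 in HT29 and -0.02 in LS174T. NT5E was at -0.98 in HT29, -0.41 in LS513 and -0.25 in LS174T. For P2RY2 and NT5E these lines were not tested apart from HCT116. For P2RX4, HT29 exceeded LS174T by 0.76 (adjusted p = 0.017 over 6 pairs of lines, edgeR). The P2RX4 differences of HT29 from LS513 (0.24, adjusted p = 0.34) and of LS513 from LS174T (0.52, adjusted p = 0.087) did not pass. A response specific to the line may remain as a hypothesis for NT5E and P2RY2, but a difference between library batches was not testable from the labels.

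The hypoxia response list, which the paper does not discuss, was higher in 3D by 1.12 in HT29 (29 of 32 genes), 1.68 in LS513 (31 genes), 1.59 in HCT116 (31 genes) and 1.76 in LS174T (32 genes). NDRG1, chosen after its values were seen, had log2 fold changes of 4.34 in HT29, 3.29 in LS513 and 4.36 in HCT116, and BNIP3 had 2.40 in LS174T. Of 100 regroupings of the libraries within all 4 lines, 1, the real one, gave as large a shift in every line. Within a single line, 1 of the 4 splits that part as many same-numbered pairs was as large, which is the smallest share that 4 splits allow. The smallest shift over the lines was 1.14 after correction for GC content, gene length and expression level and 1.13 at equal depth. It was 1.27 without the genes with most counts, a step that left 27 of the 32 genes. The last value cannot be set against the smallest shift before the steps, 1.12 in HT29, since the list had lost genes. The other values were not below that shift. Lower oxygen inside 3D structures may be an explanation, which remains a hypothesis since oxygen was not measured.

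The cholesterol synthesis list, also not discussed in the paper, was higher in 3D by 0.36 in HT29 (18 of 25 genes), 1.28 in LS513, 0.68 in HCT116 and 0.76 in LS174T (25 genes in each of these lines). INSIG1 in LS513 had a log2 fold change of 2.56 and was chosen after its values were seen. Of the 100 regroupings, 1 gave as large a shift in every line, and 1 of 4 splits did in each line. The smallest shift was 0.46 after the GC, length and expression correction, 0.35 at equal depth and 0.36 without the genes with most counts. With the correlation estimated from the data, HT29 did not pass (adjusted p of 0.32, with a range of 6.3e-05 to 0.32 over the alternatives). A response to growth in 3D may explain the increase in the other lines, as a hypothesis.

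The interferon response list differed by 1.64 between HCT116 and HT29 on one side and LS174T and LS513 on the other. Its increase was 2.75 in HCT116, where all 59 genes were higher. The difference was 1.61 after the GC, length and expression correction, 1.59 at equal depth and 1.64 without the genes with most counts. Of the 100 regroupings, 6 gave as large a difference, and in all of them the HCT116 libraries stayed whole. The regroupings exchange growth labels within lines, so an effect of growth common to all lines turns into a line difference when only some lines are relabelled. They therefore do not test whether the effect differs between lines. HT29 alone exceeded LS513 by 0.73 (adjusted p of 8.4e-04 over 60 tests, limma) and LS174T by 1.077 (7.4e-14). Both p-values rest on the fixed inter-gene correlation. With the correlation estimated from the data, the interferon increase itself did not pass in HT29 or in LS513. The p-values of these pairs of lines therefore hold for the fixed correlation only. Over the 4 lines together, 3 of the 100 regroupings gave as large a smallest shift for interferon, 1 for cell proliferation and 1 for inflammatory signaling. In each line, 1 of 4 splits, the real one, gave as large a shift for each of these lists and as many genes past the cutoffs, which is the smallest share that 4 splits allow, so this count could not have come out lower. The splits other than by growth gave at most 1 gene past the cutoffs in any line. After the GC, length and expression correction the shift of cell proliferation was -0.30 in HT29, -0.34 in LS513, -0.30 in HCT116 and -0.21 in LS174T. For inflammatory signaling the line difference of 0.13 was reached in 74 of the 100 regroupings.

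The other lists differed less between HCT116 and HT29 and the other pair of lines, and the regroupings were no test of these differences either. The difference was -0.50 for cholesterol synthesis (33 of 100 regroupings), -0.37 for hypoxia (71), -0.21 for chromosome segregation (50), -0.21 for G2/M phase (50) and -0.13 for cell proliferation (69). After the GC, length and expression correction the values were -0.42 for cholesterol synthesis, -0.35 for hypoxia, -0.11 for chromosome segregation, -0.089 for G2/M phase and -0.023 for cell proliferation (p = 0.13), so that the cell proliferation difference did not pass after that correction. At equal depth they were -0.50, -0.38, -0.20, -0.20 and -0.12. Without the genes with most counts they were -0.50, -0.33, -0.21, -0.21 and -0.13, with 27 genes left in the hypoxia list. Over the alternative settings, the adjusted p of the list test reached 0.25 for chromosome segregation, 0.25 for G2/M phase and 0.34 for cell proliferation. These differences therefore did not pass under every setting.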

How the results depend on the processing

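The alternatives for the named genes, for the hypoxia, cholesterol and other further lists and for differences of gene effects between lines were chosen after seeing the data, and the others were not; the tests behind them are those of the reported results. Where a result changed, the cause was not tested.

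Without a fold change cutoff, 7887 genes passed in HT29, 4571 in LS513, 5637 in HCT116 and 4305 in LS174T. With only the 6 libraries of LS174T fitted, 724 genes passed. Leaving out each library in turn gave from 1030 to 2202 genes in LS513 and from 668 to 2445 in LS174T. The remaining settings gave counts within 1.5 times the reported ones.

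With the inter-gene correlation estimated from the data, the shifts stayed as they were but did not pass for cell proliferation in LS174T (-0.29, adjusted p of 0.067, with a range over the alternatives from 1.2e-19), for inflammatory signaling in HT29 (0.63, 0.31), LS513 (0.70, 0.20), HCT116 (0.72, 0.14) and LS174T (0.40, 0.23), and for the interferon response in HT29 (1.28, 0.089) and LS513 (0.55, 0.35). The lowest adjusted p over the alternatives was 0.0014, 5.5e-04, 1.1e-04 and 0.0010 for inflammatory signaling in the same order and 4.0e-19 and 4.5e-06 for interferon. With all genes with at least 1 count, the interferon response in LS174T passed (0.22, adjusted p of 0.039, range to 0.66). The other 96 of 104 values of these 3 lists under other settings, and all 72 with a library left out, kept their direction and side of the threshold.

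P2RX4 was higher in 3D under each setting in each line. With only the 6 libraries of LS174T its log2 fold change was 0.56 with an adjusted p of 0.067 (range 0.0070 to 0.067 over the alternatives that keep all libraries), and leaving out libraries gave from 0.43 to 0.67 in that line, where it also did not pass without 2D replicate 1 (0.072) or without 3D replicate 2 (0.11). P2RX7 in HCT116 reversed to 0.014 with a replicate block and to 0.084 without technical replicate d, and ran from -0.21 to 0.18 with libraries left out. With libraries left out, the sign also changed for P2RY2 in HT29 (-0.17 to 0.076) and LS174T (-0.18 to 0.13), P2RY11 in HT29 (-0.10 to 0.36), ADORA2A in HT29 (-0.15 to 0.39) and ADORA2B in LS174T (-0.017 to 0.11). None of these passed the threshold in the reported comparison. Of 231 values of the purinergic genes other than P2RX4 under other settings, 216 were unchanged in direction and call, 3 were weaker and 10 stronger, and with libraries left out 175 of 198 were unchanged, 11 weaker and 3 stronger. For the named genes 291 of 298 and 252 of 258 were unchanged, and for the further lists 215 of 224 and all of those with a library left out. Among line differences, 4 of 20 of the lists and 1 of 12 of the genes became weaker.

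In the clustering, normalized counts without a log left 2 lines as one branch and gave 0.9337 for pairs of lines of the same microsatellite type over pairs of different types. For this ratio, 1 minus Spearman correlation gave 0.991, the 2000 most variable genes 0.977 and the genes passing filterByExpr 0.979. For HT29 with LS174T and HCT116 with LS513 over the other pairs, the variance stabilizing transformation gave 1.07, Spearman 1.076, the 2000 most variable genes 1.079 and filterByExpr 1.07.

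Equal replicate numbers did not mark more similar libraries, as the mean correlation of residuals between growth conditions was -0.006 in HT29, -0.023 in LS513, -0.052 in HCT116 and -0.047 in LS174T for equal numbers and 0.002, 0.012, 0.026 and 0.026 for other numbers. With 3 libraries per group, genes whose 2D and 3D libraries do not overlap made up between 38.5% and 52.9% of the tested genes, against 10% by chance. The depth limits statements on genes under the floor of 3 counts to non-detection.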

Differences from the paper's values

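No test in this part was chosen after the result was seen. For P2RY1 in LS174T grown in 2D, Figure S1 of the paper shows about 87 counts, read by eye, where the mean count per technical replicate was 41. Of the alternatives set before the data were examined, only leaving out technical replicate d of every library was applied to mean counts. It gave 39.6, which did not close the gap. The paper's Table S4 lists the same mean count for P2RY1 in this group as found here, and the mean count of P2RY11 in this group was 87. The 37 log2 fold changes compared with the paper's supplementary tables differ from them by at most 0.178 in absolute value. All but 1 of the mean counts outside HT29 grown in 3D (153 of them) are equal to the paper's to 3 decimals. In HT29 grown in 3D, where 1 technical replicate was not used, 6 of 22 are. Fold changes of genes detected in neither growth condition of a line were not compared. Those tested here were farther from 0 than in the paper's tables wherever the paper lists a value. P2RX6 in HCT116 and P2RX5 in HT29 were among them, and the largest gap was for ADORA1 in LS513.

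The paper states that more than 2000 genes were affected in each line. With the adjusted p, the counts here were 3371 in HT29, 1557 in LS513, 1800 in HCT116 and 1407 in LS174T. Among the settings run, only the one without a fold change cutoff exceeded 2000 in every line. In HCT116 the count was also above 2000 with all genes with at least 1 count (2207), with an unadjusted p (2157, and 2063 with DESeq2 without its prior), with cutoffs of -0.5 and 1 (2401) and without 2D replicate 3 (2515) or 3D replicate 3 (2175). It was above 2000 without 3D replicate 3 in LS513 (2202) and in LS174T (2445).

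The paper states that HT29 clustered with LS174T and HCT116 with LS513, by microsatellite type. Here HT29 joined LS513 first, and these pairs were 1.06 times as far apart as the other pairs. No setting of the clustering paired the lines as the paper's text does. Where it describes P2RX5 and P2RX6, the paper itself treats HT29 and LS513 as microsatellite stable. It treats HCT116 and LS174T as microsatellite instable there. Its sentence on the clustering therefore also differs from the types it uses elsewhere. The paper's methods cluster normalized counts and name no log. Without a log, a cut of the tree gave HT29 with LS513, LS174T with part of the HCT116 libraries, and the rest of HCT116. That grouping is by microsatellite type apart from the split of HCT116.

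Apart from lower cell proliferation in all of its lines, the paper reports no enriched lists in LS174T and LS513, while elsewhere it describes inflammatory signaling as higher in 3D in all of its lines. With the lists used here, inflammatory signaling was higher in LS513 (0.70) and LS174T (0.40), and interferon was higher in LS513 (0.55). With the inter-gene correlation estimated from the data, a setting chosen before the data were examined, these lists did not pass in these lines.

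The paper's tables list a p-value under 0.05 for NT5E in LS513, ADORA2B in HCT116 and P2RY1 in LS174T, without calling these genes changed. The adjusted p here was 0.063, 0.060 and 0.052. NT5E in LS513 passed with all genes with at least 1 count (0.016), a replicate block (0.030), only the 6 libraries of the line (0.024) and without 3D replicate 3 (0.040), with a range of 0.016 to 0.070 over the alternatives that keep all libraries. ADORA2B in HCT116 passed with DESeq2 with and without its prior (0.028 each, range 0.028 to 0.30 over the same alternatives). P2RY1 in LS174T passed with all genes with at least 1 count (0.0067), a replicate block (0.042), DESeq2 with and without its prior (0.043 each) and without 3D replicate 3 (0.0018), with a range of 0.0067 to 0.15 over the alternatives that keep all libraries, and when adjusted over the purinergic genes alone (0.040). The unadjusted p was under 0.05 for each of them.

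The paper states a good correspondence of threshold cycles with RNA-seq for the genes tested. Here 13 of 18 pairs of lines had the order that this implies, with 3 of 6 for NT5E, and 16 with counts divided by the RPLP0 count and cycles relative to 36B4. With mean counts without normalization, as in Figure S1, it was 14 pairs, or 13 relative to 36B4. Only the order of lines within 3 genes was examined here.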

Other observations

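All tests in this part were chosen after the result was seen. RPLP0, the gene behind the 36B4 reference, was higher in 3D in each line, with log2 fold changes of 0.92 in HT29, 0.60 in LS513, 0.74 in HCT116 and 0.90 in LS174T. Under other scalings between libraries the lowest of the 4 was 0.593, and with the counts of 12 pseudogenes added it was 0.595. After correction for GC content, gene length and expression level it was 0.22. The other 82 genes of cytosolic ribosomal proteins had a lowest median of 0.47, and at least 80 of them were higher in 3D in each line. Their share of all counts rose from 5.69% to 9.45% in HT29, from 4.71% to 6.0% in LS513, from 6.13% to 8.62% in HCT116 and from 5.62% to 8.65% in LS174T. After the same correction their median was 0.69 in HT29, 0.30 in LS513, 0.39 in HCT116 and 0.52 in LS174T. A shift of the ribosomal protein genes together may be part of the increase of RPLP0. The paper's qRT-PCR used cells grown in 2D, so a change in 3D does not enter its values.

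Of 110 read-through genes, whose exons join those of a pair of neighboring genes, 77 (70%) had more than 0.5 times the counts of their parts together, and the median ratio was 0.683. All 19 pairs of genes with identical counts in every library (100%) overlap on the same strand. Counting a read for each gene it overlaps is a candidate explanation for both. P2RX5, P2RY11 and ADORA2A share exons with read-through genes, so their counts may also be part of the counts of those genes.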
